# Prolactin, cortisol, and extracellular osmolality regulate *cftr*, *ostf1*, and *sgk1* in tilapia ionocytes

**DOI:** 10.3389/fendo.2026.1802254

**Published:** 2026-04-22

**Authors:** Jason P. Breves, Ming-Wen Hu, Mayu Inokuchi, Lucia A. Seale, Andre P. Seale

**Keywords:** euryhaline, fish, gill, hormone, ion transporter, osmoregulation, RNA-Seq, salinity

## Abstract

**Objective:**

Euryhaline fishes can inhabit salinities ranging from fresh water (FW) to seawater (SW), in part because their endocrine system aligns the ion-transporting capacities of branchial ionocytes with the external environment. Ionocytes also directly sense extracellular osmolality and adjust their functions accordingly; therefore, this study investigated the interplay between osmotic conditions and osmoregulatory hormones in Mozambique tilapia (*Oreochromis mossambicus*) to further elucidate the basis of euryhalinity. We sought to determine whether prolactin (Prl) supports FW acclimation by counteracting osmotic and hormonal signals that initiate branchial responses to SW environments.

**Methods:**

We first combined hypophysectomy, hormone replacement, RNA-Seq, and qPCR to identify *cystic fibrosis transmembrane conductance regulator (cftr)*, *osmotic stress transcription factor 1 (ostf1)*, and *serum- and glucocorticoid-inducible kinase 1 (sgk1)* as Prl-repressed genes. We then leveraged a series of *in vivo* and *in vitro* experimental paradigms to characterize their regulation by environmental salinity, Prl, cortisol, and extracellular osmolality.

**Results:**

Our findings indicate that 1) Prl’s capacity to antagonize cortisol-stimulated *cftr* expression depends on extracellular osmotic conditions; 2) Prl and cortisol play opposing roles in regulating branchial *ostf1* expression; 3) Sgk1 is expressed in ‘SW-type’ ionocytes, where interactions among Prl, cortisol, and osmotic conditions influence its expression; and 4) Prl promotes the expression of *Na^+^/Cl^-^ cotransporter 2* and *Clc family Cl^−^ channel 2c*, as shown previously.

**Conclusions:**

The combined actions of osmotic stimuli, Prl, and cortisol shape the branchial expression of *cftr*, *ostf1*, and *sgk1*. While hyperosmotic extracellular conditions and cortisol promote the activation of these genes during SW acclimation, Prl supports FW adaptation by suppressing these genes and promoting processes underlying active ion uptake. Thus, euryhaline tilapia adjust the ion-transporting activity of their branchial ionocytes to meet environmental demands by integrating multiple regulatory cues.

## 1 Introduction

For teleost fishes to survive in marine environments, they must overcome physiological challenges posed by the chemical composition of seawater (SW). For instance, maintaining hydromineral balance requires expelling excess Na^+^ and Cl^-^ acquired from the environment. Through the activities of specialized ‘SW-type’ ionocytes, the branchial epithelium serves as the primary site for actively secreting Na^+^ and Cl^-^ into the surrounding salt-rich environment (1). In the basolateral membrane of ‘SW-type’ ionocytes, Na^+^/K^+^-ATPase (Nka) and Na^+^/K^+^/2Cl^-^ cotransporter 1 (Nkcc1) energize and facilitate the entry of Cl^-^ from the blood plasma into the cell (2). Apically expressed cystic fibrosis transmembrane conductance regulator (Cftr) permits the subsequent passage of Cl^-^ into the external environment (3). With Nkcc1 and Cftr providing the transcellular pathway for Cl^-^, Na^+^ exits the gill paracellularly by passing through tight junctions between ionocytes and neighboring accessory cells (4). This general paradigm for branchial Na^+^ and Cl^-^ secretion operates across teleosts (5). Therefore, when euryhaline species transition from freshwater (FW) to marine habitats, the activation of ‘SW-type’ ionocytes corresponds with increased *cftr*, *nkcc1*, and *nka-α1b* gene expression (6–10).

Conversely, when euryhaline fish transition from SW to FW, ion secretion must be swiftly attenuated to limit the deleterious loss of Na^+^ and Cl^-^. This is partially achieved through the downregulation of branchial *cftr* and *nkcc1* (7, 11, 12). Acclimation to FW also requires the activation of specialized ‘FW-type’ ionocytes that leverage a suite of ion transporters and channels to absorb environmental Na^+^ and Cl^-^. These transporters include Na^+^/Cl^-^ cotransporter 2 (Ncc2), Na^+^/H^+^ exchangers (Nhes), Cl^-^/HCO_3_^-^ exchangers, Na^+^/HCO_3_^-^ exchangers, and Clc family Cl^−^ channels (Clcs) (13, 14). Interestingly, ‘FW-type’ ionocytes do not operate in a generalizable manner across teleosts, and ionocyte-based strategies for Na^+^ and Cl^-^ uptake vary among species (14, 15).

In euryhaline species, the endocrine system plays a crucial role in aligning the ion-transporting capacities of ionocytes with environmental conditions (16). Among the many hormones that regulate ionocytes (17), prolactin (Prl) and cortisol are well-established regulators of ‘FW-’ and ‘SW-type’ ionocytes, respectively (18). For example, Prl promotes Na^+^ uptake, the recruitment of ‘FW-type’ ionocytes, and the transcription of *ncc2*, *nhe3*, *clc2c*, and *nka-α1a* (19–25). In teleosts, Prl signaling is mediated by two Prl receptors (Prlrs), Prlr1 and Prlr2, which are located in key osmoregulatory organs and differ in their transcriptional responses to salinity changes (26–28). Branchial *prlr1* expression increases when fish acclimate to FW (29), while *prlr2* expression increases when fish acclimate to SW (26). Alternatively, cortisol triggers adaptive responses to SW by stimulating branchial Nka activity along with *cftr* and *nkcc1* expression (7, 30–32). Although traditionally viewed as a ‘SW-adapting’ hormone, cortisol also promotes branchial ion-uptake pathways in particular species (18, 33).

In addition to systemic hormones, extracellular osmotic conditions directly influence ionocytes (22, 34–37). Because they interface with the external environment, ionocytes are subjected to changes in environmental osmolality at their apical surface. Additionally, deviations from internal osmotic set points during the acute phases of FW- and SW-acclimation can be sensed at their basolateral surface. Osmotic stress signaling utilizes transcription factors, kinases, and other intracellular signals to transduce osmotic stimuli, such as cell volume and cytoskeletal changes, into adaptive responses (38–41). For example, hyperosmotic stress is linked to gene transcription through osmotic stress transcription factor 1 (Ostf1) and to the trafficking of Cftr to the apical membrane of ‘SW-type’ ionocytes via serum- and glucocorticoid-inducible kinase 1 (Sgk1) (42–44). Since hormones and osmotic stress signals can act synergistically or antagonistically to modulate ion-transporter expression (22, 24), ionocytes must integrate hormonal cues with osmotic information to render adaptive responses to changes in salinity.

To investigate the interplay between endocrine axes and intracellular osmotic stress networks in fishes, we examined whether Prl counteracts factors that mediate branchial responses to hyperosmotic/SW environments. Drawing on the current understanding of how their branchial ionocytes, endocrine system, and osmotic stress signaling networks function, we selected the highly euryhaline Mozambique tilapia (*Oreochromis mossambicus*) for this study (45). Our *a priori* hypothesis was that Prl signaling downregulates *cftr* expression. In addition to exploring a connection between Prl and *cftr*, we sought to uncover Prl-repressed genes through the transcriptomic analysis of Prl-treated, hypophysectomized tilapia. After identifying *ostf1* and *sgk1* as Prl-repressed transcripts, we subsequently employed a series of *in vivo* and *in vitro* experimental paradigms to characterize their hormonal and osmotic regulation alongside *cftr*.

## 2 Materials and methods

### 2.1 Experimental animals and rearing conditions

Mozambique tilapia were obtained from a population maintained at the Hawai’i Institute of Marine Biology, University of Hawai’i. Fish were reared in outdoor tanks with a continuous flow of FW (municipal water; < 1‰) or SW (Kaneohe Bay, HI; 34‰) at 24-26 °C under natural photoperiod. Fish were fed twice daily with Trout Chow (Skretting, Tooele, UT). Gill filaments for immunohistochemical analyses were collected from male tilapia housed at the Skidmore College Animal Care Facility. Fish were maintained in recirculating artificial SW (Instant Ocean, Blacksburg, VA; 35‰) with particle and charcoal filtration at 23-25 °C under a 12L:12D light cycle. Fish were fed twice daily with Omega One cichlid pellets (Omega Sea, Painesville, OH). The University of Hawai’i and Skidmore College Institutional Animal Care and Use Committees approved all housing, surgical, and experimental procedures.

### 2.2 Hypophysectomy and Prl replacement

Hypophysectomy of male tilapia (80–100 g) was performed using the transorbital technique developed by Nishioka (46) and further described by Breves et al. (20). After a 5-day post-surgical recovery period in brackish water (BW; 12‰), hypophysectomized fish were administered ovine Prl (oPrl; 5 μg/g body weight, Sigma-Aldrich, St. Louis, MO) or vehicle (0.9% NaCl; 1.0 μl/g body weight) (*n* = 8) via intraperitoneal injections over 5 days. The oPrl dose was selected based on previous studies in tilapias (*Oreochromis* sp.), mummichogs (*Fundulus heteroclitus)*, channel catfish (*Ictalurus punctatus*), zebrafish (*Danio rerio*), and other teleosts, in which oPrl was injected intraperitoneally (21, 47–55). Our previous study established that *prlr1* and *prlr2* remain highly expressed in the gill following hypophysectomy (20). Forty-eight hours after the initial injection, the second and third injections were administered 48 h apart. Twenty-four hours after the third injection, all fish were anesthetized with 2-phenoxyethanol (2-PE; 0.3 ml/l, Sigma-Aldrich), and gill filaments were excised from the first arch (left side) and stored in TRI Reagent (MRC, Cincinnati, OH). Blood was collected from the caudal vasculature using a needle and syringe treated with heparin ammonium salt (200 U/mL, Sigma-Aldrich). Plasma was separated by centrifugation for plasma osmolality measurements using a vapor pressure osmometer (Wescor 5100C, Logan, UT). Fish were not fed during the recovery and post-injection periods. The completeness of hypophysectomy was confirmed by post-mortem inspection of the hypothalamic region. We note that hypophysectomy inherently impacts all pituitary hormones; therefore, caution should be taken when evaluating the extent of Prl’s actions, as potentially critical pituitary-based or pituitary-controlled intermediaries may be absent or disrupted.

### 2.3 RNA extraction and transcriptomic next-generation sequencing

To identify genes downregulated by Prl, we identified differentially expressed genes (DEGs) through RNA-Seq analysis of a subset of individuals (3 fish/treatment) from the hypophysectomy/replacement experiment. Total RNA was extracted from homogenized filaments using TRI Reagent according to the manufacturer’s protocol. RNA concentration and purity (1.9 < A260/A280 < 2.2) were initially assessed using spectrophotometric absorbance (NanoDrop One, ThermoFisher, Waltham, MA). RNA library preparation, sequencing, data quality control, and genome alignment were conducted at Azenta Life Sciences (South Plainfield, NJ). The workflow is briefly summarized below.

Total RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA), and RNA integrity was checked using the Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA). RNA sequencing libraries were prepared using a NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA). The sequencing libraries were subsequently multiplexed and clustered onto an Illumina NovaSeq instrument flow cell. The samples were sequenced using a 2x150 bp paired-end configuration. NovaSeq Control Software conducted image analysis and base calling. Raw sequence data (.bcl files) generated by Illumina NovaSeq were converted to fastq files and demultiplexed using Illumina bcl2fastq 2.20. Trimmomatic v.0.36 was then used to remove adapter sequences. The final trimmed reads were mapped to the Oreochromis_niloticus reference genome available on ENSEMBL with STAR aligner v.2.5.2b. Statistics of mapped reads are provided in **Supplementary File 1**. Unique gene counts were further calculated by the function of featureCounts from Subread v.1.5.2 (**Supplementary File 2**). Genes with fewer than 10 counts combined in all libraries were removed for downstream RNA-Seq analysis.

### 2.4 Data analysis of RNA-Seq

DESEQ2 was used to conduct Principal Component Analysis (PCA) and DEG analysis (**Figures 1**). In the PCA, the top 500 variable genes were used to generate a 2D PCA plot. In addition, a correlation analysis was performed to examine similarity among the six RNA-Seq libraries, using Euclidean distance to measure sample-to-sample distance and the Ward method for clustering. Genes with adjusted p-value < 0.01 and |log2 fold change| >1 were selected as DEGs.

**Figure 1:**
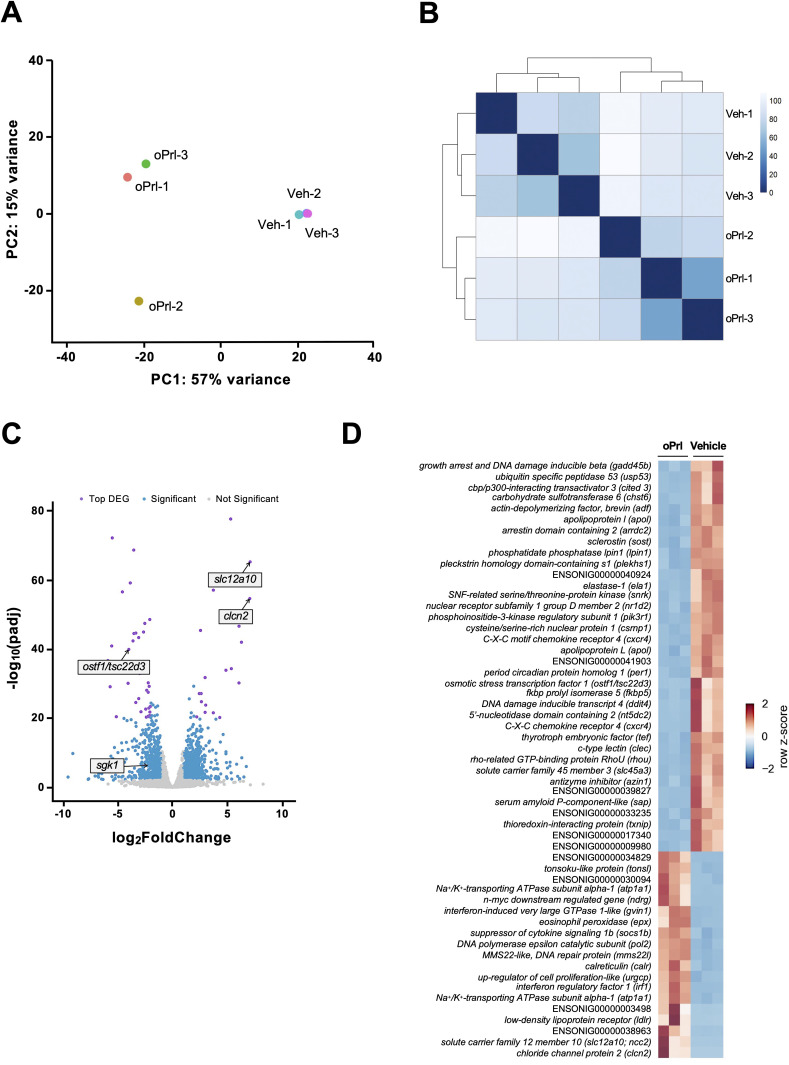
RNA-Seq analysis of hypophysectomized tilapia treated with Prl. A PCA plot showing the similarity between a subset (*n* = 3) of hypophysectomized tilapia injected intraperitoneally with ovine Prl (oPrl; 5 μg/g body weight) or saline vehicle (Veh) **(A)**. Hierarchical clustering of sample-to-sample distance among six RNA-Seq libraries **(B)**. The value in each grid represents the Euclidean distance between two libraries calculated from normalized expression data. Volcano plot of differentially expressed genes (DEGs) identified between the vehicle- and oPrl-injected groups **(C)**. The purple points denote the top DEGs, the blue points denote significant DEGs, and the gray points indicate genes not differentially expressed between groups. Specific genes described in the text are labelled. The horizontal axis represents the average log_2_ (fold change) of the sample and the vertical axis shows −log_10_(padj). See **Supplementary File 4** for the full list of DEGs. Heatmap of relative expression of the top 55 DEGs (i.e., the purple points in the volcano plot) **(D)**. Values in the heatmap represent the z-score of mRNA levels.

### 2.5 Steady-state branchial expression of *cftr, ostf1*, and *sgk1*

To compare the branchial expression of *cftr, ostf1, and sgk1* between tilapia fully acclimated to various environmental salinities, gill filaments were collected from male tilapia held in FW, BW (12‰), or SW for over 1 week (*n* = 5–9).

### 2.6 Western blotting

Gill filaments were ice-sonicated in CelLytic MT Cell Lysis Reagent (Sigma-Aldrich), which contained Halt Protease and Phosphatase Inhibitors Cocktail (ThermoFisher) along with 5 mM EDTA at pH 8.0. Following sonication, gill extracts were centrifuged at 13,000 *g* for 15 min at 4 °C. The supernatant was assessed for protein concentration using Bio-Rad Assay Dye Reagent (Bio-Rad, Hercules, CA) with a bovine serum albumin standard curve. Fifteen µg of total protein extract from gills were diluted 1:1 with 2X Laemmli Sample Buffer (Bio-Rad) containing 100 mM dithiothreitol (Sigma-Aldrich). Samples were boiled for 5 min, then immediately transferred to ice for 5 min before centrifugation. The samples were loaded into a 4-20% SDS-PAGE gel (Criterion TGX Precast Midi Protein Gel; Bio-Rad) flanked by 3 µl of the Precision Plus Protein Dual Xtra Prestained Protein Standard (Bio-Rad) for molecular weight guidance. The gel was run at 150V for 90 min and then assembled into the wet-transfer apparatus (Criterion Blotter with Plate Electrodes) over a methanol-pre-treated PVDF membrane (Immobilon-FL PVDF; Li-Cor, Lincoln, NE) submerged in 1X Tris-Glycine buffer containing 9% methanol. The transfer was conducted for 4 h at 50V. After transfer, the membrane was washed in 1X PBS and incubated in Intercept (TBS) Blocking Buffer (Li-Cor) for 1 h at room temperature. Primary antibody incubations with polyclonal rabbit anti-Sgk (1:1000; S5188, MilliporeSigma, Burlington, MA) and monoclonal mouse anti-β actin (1:1000; 08691001, MPBio, Santa Ana, CA) were carried out overnight at 4 °C. The Sgk antibody, previously used to recognize Sgk1 in *Fundulus heteroclitus* (56), was raised against the C-terminal end peptide (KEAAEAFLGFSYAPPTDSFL) of human Sgk1. According to the ExPASy SIM Alignment tool (57), the corresponding C-terminal sequence of Mozambique tilapia Sgk1 (Uniprot #I6QBE3) shares 80% identity with the Sgk antibody peptide sequence. For a 45-min incubation at room temperature, the infrared secondary antibodies (anti-rabbit IRDye 800CW and anti-mouse IRDye 680RD; Li-Cor) were diluted 1:10,000. After multiple washes with 1X PBS-T and then 1X PBS, the membrane was scanned in an Odyssey CLx Imaging system (Li-Cor) to detect infrared fluorescence. Data were visualized and analyzed using ImageStudioLite software (Li-Cor).

### 2.7 Immunohistochemistry

For whole-mount immunohistochemistry, gill filaments were fixed overnight in 4% paraformaldehyde (PFA) in 0.1 M phosphate-buffered saline (PBS, pH 7.4) at 4 °C. The fixed samples were then washed in PBS containing 0.2% Triton-X 100 (PBST), followed by immersion in a blocking solution (PBST with 2% normal goat serum, 0.1% bovine serum albumin, 0.02% keyhole limpet hemocyanin, and 0.01% sodium azide) overnight at 4 °C. After blocking, the specimens were incubated overnight at room temperature with rabbit anti-Sgk (1:200) and ‘24-1’ monoclonal mouse anti-Cftr (1:500; MAB25031-SP, R&D Systems, Minneapolis, MN) or ‘α5’ monoclonal mouse anti-Nka (1:1000; AB_2166869, Developmental Studies Hybridoma Bank, Iowa City, IA) diluted in blocking solution. Previous use of the ‘24-1’ antibody, raised against the C-terminal region of human Cftr, in tilapia was described by Hiroi et al. (36). The ‘α5’ antibody, raised against the avian Nka α-subunit, is widely used to detect branchial Nka in various teleosts (15). Following several washes with PBST, the filaments were incubated overnight at room temperature with secondary antibodies labeled with fluorescents (donkey anti-rabbit IgG labeled with Alexa Fluor 647 and goat anti-mouse IgG labeled with Alexa Fluor 488, Invitrogen, Waltham, MA) diluted 1:500 in PBST. After rinsing with PBST and PBS, the filaments were mounted on glass slides with 75% glycerol. The specimens were observed using a confocal laser scanning microscope (Olympus Fluoview 1200, Center Valley, PA), and the images were processed with FV10-ASW v4.1 software. Filaments were examined from individuals held in SW for over 2 weeks (*n* = 4).

### 2.8 Effects of salinity transfer on plasma osmolality and branchial *cftr, ostf1*, and *sgk1*

For the SW transfer experiment, eighty FW-acclimated tilapia (~280 g; males) were distributed across ten 700-l tanks supplied with FW. Fish were fed daily to satiation and acclimated to the experimental tanks for > 2 weeks before salinity transfer. On day 0, fish from two tanks were sampled. The water supply to four tanks was then changed to 85% SW (30‰) for 48 h, after which it was adjusted to full-strength SW (FW-SW treatment). Four tanks were maintained as time-matched controls (FW-FW treatment). At sampling (0.25, 1, 2, and 7 d after transfer), fish from one FW-FW tank and one FW-SW tank were quickly netted and lethally anesthetized with 2-PE. Blood plasma and gill filaments were collected and stored as described above.

Eighty tilapia maintained in SW for > 2 years (~360 g; males) were distributed across ten 700-l tanks supplied with SW for the FW transfer experiment. As before, fish were fed daily to satiation and acclimated to the experimental tanks for > 2 weeks before salinity transfer. On day 0, fish from two tanks were sampled. The water supply to four tanks was then switched to FW (SW-FW treatment); FW conditions were reached after 60 min. Four tanks served as time-matched controls (SW-SW treatment). At sampling (0.25, 1, 2, and 7 d after transfer), fish from one SW-SW tank and one SW-FW tank were sampled for plasma and gill filaments. Tilapia in both the SW- and FW-transfer experiments were fasted throughout the trials.

### 2.9 *In vitro* effects of medium osmolality, Prl, and cortisol

After donor fish were lethally anesthetized with 2-PE, gill filaments from the second and third gill arches were removed, and gill filaments were prepared and incubated as previously described (22, 23). Leibovitz’s L-15 culture medium (Gibco/Life Technologies, Carlsbad, CA), supplemented with 6.0 mg/l penicillin and 100 mg/l streptomycin (Sigma-Aldrich), was used in two gill filament incubation experiments. The first experiment assessed the effects of extracellular osmolality by incubating filaments at 280, 330, 380, and 450 mOsmol/kg (*n* = 8). These values reflect plasma osmolality levels that Mozambique tilapia routinely tolerate following changes in environmental salinity (29, 58, 59). The hyposmotic culture medium (280 mOsmol/kg) was produced by diluting Leibovitz’s L-15 culture medium with distilled water. Isosmotic (330 mOsmol/kg) and hyperosmotic (380 and 450 mOsmol/kg) media were produced by adding a 5 mol/l NaCl solution to the hyposmotic medium. The osmolalities of the culture media were verified using a vapor pressure osmometer (Wescor 5520). After adjusting osmolality, all media were sterilized with a 0.2-µm filter. Gill filaments were incubated for 6 h at 26 °C under saturated humidity, with each well (24-well plates; Becton Dickinson, Franklin Lakes, NJ) containing three sagittally cut gill filaments and 500 μl of culture medium. For the second experiment, the individual and combined effects of medium osmolality, oPrl, and cortisol were investigated by incubating filaments for 6 h in either 330 or 450 mOsmol/kg medium supplemented with oPrl (5.0 μg/ml), cortisol (1.0 μg/ml; Sigma-Aldrich), or a combination of oPrl and cortisol (*n* = 8). The concentrations of Prl and cortisol were based on previous studies (22, 60). Both experiments were terminated by collecting the incubated gill filaments in TRI Reagent before their storage at -80 °C.

### 2.10 RNA extraction, cDNA synthesis, and quantitative real-time PCR

Total RNA was extracted from homogenized tissues using the TRI Reagent procedure. RNA concentration and purity were assessed by spectrophotometric absorbance (NanoDrop One). First-strand cDNA was synthesized by reverse transcribing 50–100 ng of total RNA with a High Capacity cDNA Reverse Transcription Kit (Life Technologies). Relative levels of mRNA were determined by qRT-PCR using the StepOnePlus real-time PCR system (Life Technologies). Primers for *sgk1* (XM_005449566.4) were designed using NCBI Primer-BLAST: F: GAGGAGTCTCCGGACAACAA and R: GGATGACGGGCAGACTTTAT (product = 96 bp). The reverse primer spans a predicted exon-exon junction. Melt curve analysis was performed to assess non-specific product amplification and primer-dimer formation. The amplification efficiency of the *sgk1* primers was 97%. We employed previously validated primer sets for *cftr* (28), *clc2c* (24), *ncc2* (61), *prlr1* (27), *prlr2* (20), and *ostf1* (62). **Supplementary File 3** provides the primer sets used to validate additional DEGs. *Elongation factor 1α* levels were used to normalize target gene expression (63). qRT-PCR reactions were set up and cycled as described by Inokuchi et al. (22). Reference and target genes were calculated by the relative quantification method with PCR efficiency correction (64). Standard curves were prepared from serial dilutions of gill cDNA and included on each plate to calculate the PCR efficiencies for target and reference gene assays. Gene expression differences between groups are reported as fold changes relative to controls.

### 2.11 Statistical analyses

For single comparisons, differences between groups were analyzed using Student’s *t* test (**Figures 2**, **3B**). Multiple group comparisons were conducted by one-way ANOVA followed by Tukey’s HSD test (**Figure 4**). The salinity transfer experiments (**Figures 5**, **6**) were evaluated by two-way ANOVA. When significant treatment or interaction effects were detected, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made between time-matched groups. In the first *in vitro* experiment (**Figure 7**), group comparisons were conducted by one-way ANOVA followed by Dunnett’s test. The second *in vitro* experiment (**Figures 8**, **9**) was analyzed using two-way ANOVA. When a significant treatment effect was detected, *post hoc* comparisons (one-way ANOVA, Tukey’s HSD test) were performed within each osmolality. When significant osmolality or interaction effects were detected, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made between treatment-matched groups. All statistical analyses were performed using GraphPad Prism 10 (GraphPad Software, San Diego, CA). The significance level for all tests was set at *P* < 0.05.

**Figure 2:**
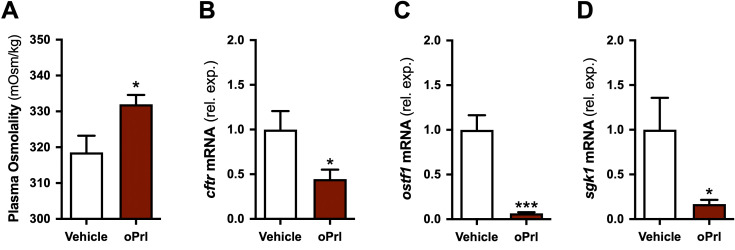
Effect of Prl on selected gene transcripts in hypophysectomized tilapia. Plasma osmolality **(A)** and branchial mRNA levels of *cftr* **(B)**, *ostf1* **(C)**, and *sgk1* **(D)** in hypophysectomized tilapia injected with oPrl (solid red bars) or saline vehicle (open bars). Means ± S.E.M. (*n* = 8). mRNA levels are presented as fold changes relative to the vehicle-injected controls. Group differences were analyzed by Student’s *t* test. *P < 0.05 and ***P < 0.001.

**Figure 3:**
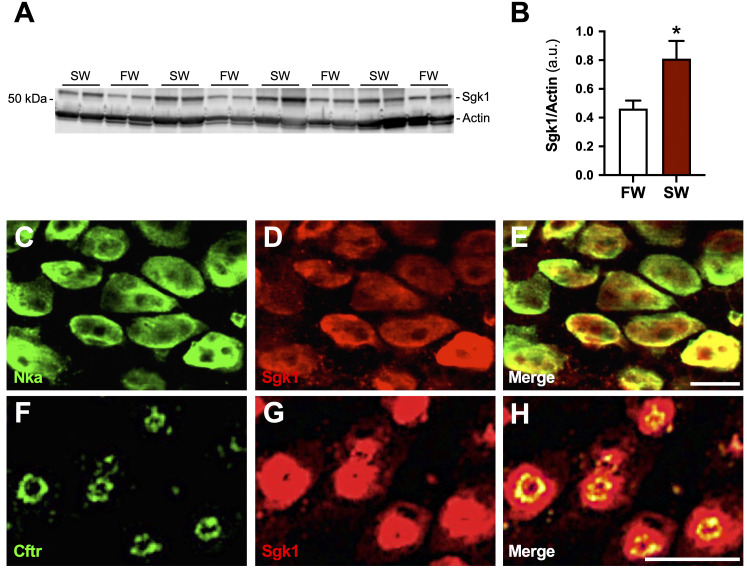
Sgk1 expression in ‘seawater-type’ ionocytes. Sgk1 and β-actin protein abundance in gill filaments collected from freshwater (FW)- and seawater (SW)-acclimated tilapia assessed by Western blot analysis **(A)**. Sgk1 expression was normalized to β-actin and analyzed by Student’s *t* test (*P < 0.05). Means ± S.E.M. (*n* = 8) **(B)**. Double immunofluorescent labeling of Nka (green) **(C)** and Sgk1 (red) **(D)** in the afferent-vascular edge of gill filaments of SW-acclimated tilapia. Merged image of Nka and Sgk1 immunofluorescence showing Sgk1 immunoreactivity within Nka-expressing ionocytes **(E)**. Scale bar = 20 μm. Double immunofluorescent labeling of Cftr (green) **(F)** and Sgk1 (red) **(G)** in gill filaments of SW-acclimated tilapia. Merged image of Cftr and Sgk1 immunofluorescence showing Sgk1 immunoreactivity within Cftr-expressing ionocytes **(H)**. Scale bar = 40 μm.

**Figure 4:**
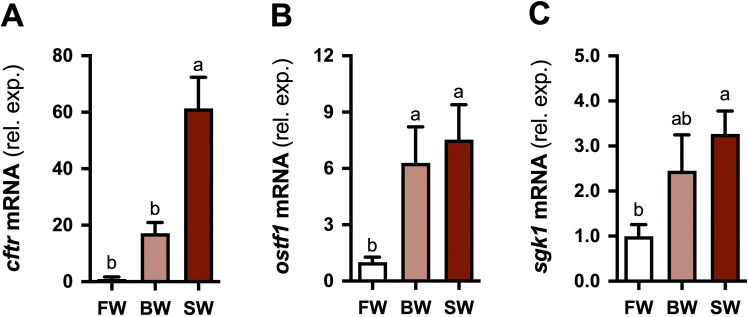
Effect of environmental salinity on steady-state branchial gene expression. Branchial *cftr* **(A)**, *ostf1* **(B)**, and *sgk1* **(C)** mRNA levels in freshwater (FW)-, brackish water (BW; 12‰)-, and seawater (SW)-acclimated tilapia. Means ± S.E.M. (*n* = 5-9). mRNA levels in BW (shaded red bars) and SW (solid red bars) are presented as fold changes relative to FW (open bars). Means that do not share the same letter are significantly different (one-way ANOVA, Tukey’s HSD test, *P* < 0.05).

**Figure 5:**
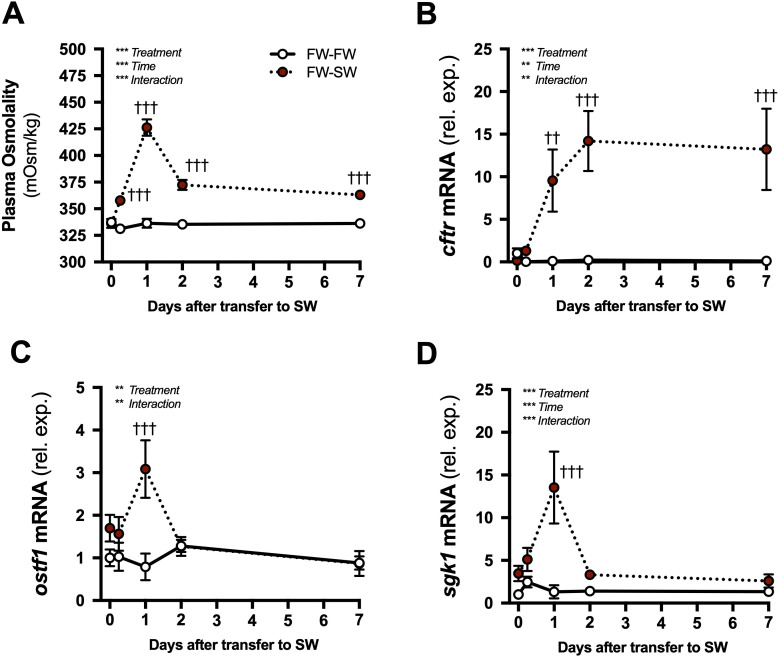
Time courses of branchial gene expression responses to seawater transfer. Plasma osmolality **(A)**, and branchial *cftr* **(B)**, *ostf1* **(C)**, and *sgk1* **(D)** mRNA levels after transfer of tilapia from fresh water (FW) to seawater (SW; solid red symbols with dotted line). Time-matched control fish were maintained in FW (open symbols with solid line). Means ± S.E.M. (*n* = 7-8). mRNA levels are presented as fold changes relative to the FW-FW group at time 0. Differences among groups were evaluated by two-way ANOVA. Significant effects of treatment, time, or an interaction are indicated in respective panels (**P < 0.01 and ***P < 0.001). When there was a significant treatment or interaction effect, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made at each time point (^††^*P* < 0.01 and ^†††^*P* < 0.001).

**Figure 6:**
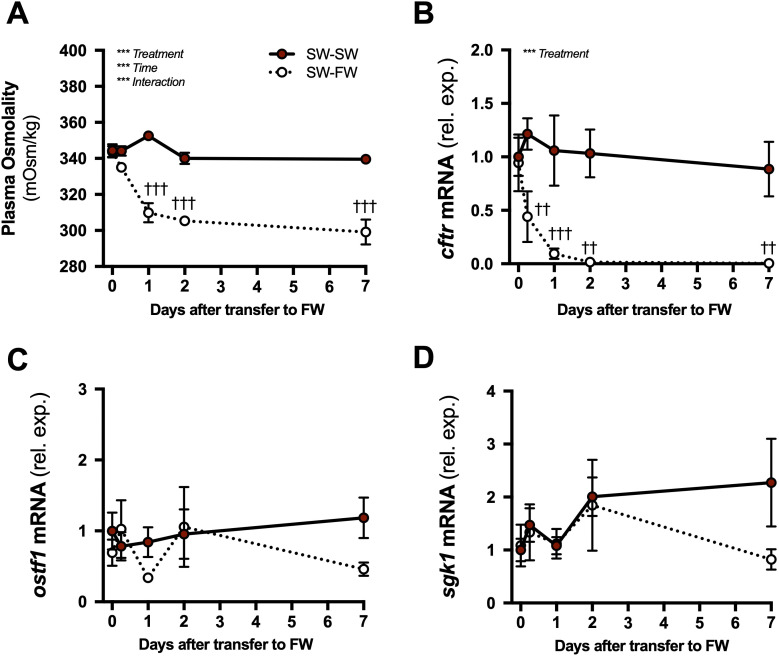
Time courses of branchial gene expression responses to freshwater transfer. Plasma osmolality **(A)**, and branchial *cftr* **(B)**, *ostf1* **(C)**, and *sgk1* **(D)** mRNA levels after transfer of tilapia from seawater (SW) to fresh water (FW; open symbols with dotted line). Time-matched control fish were maintained in SW (solid red symbols with solid line). Means ± S.E.M. (*n* = 8). mRNA levels are presented as fold changes relative to the SW-SW group at time 0. Differences among groups were evaluated by two-way ANOVA. Significant effects of treatment, time, or an interaction are indicated in respective panels (***P < 0.001). When there was a significant treatment or interaction effect, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made at each time point (^††^*P* < 0.01 and ^†††^*P* < 0.001).

**Figure 7:**
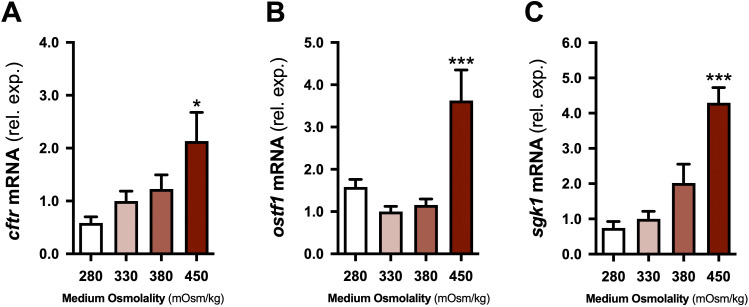
Effects of medium osmolality on *cftr*, *ostf1*, and *sgk1* in incubated gill filaments. Branchial *cftr* **(A)**, *ostf1* **(B)**, and *sgk1* **(C)** mRNA levels in filaments incubated for 6 h in conditions ranging from 280 to 450 mOsm/kg. Means ± S.E.M. (*n* = 8). mRNA levels are presented as fold changes relative to the 330 mOsm/kg (control) group. Asterisks indicate a significant difference from the control group (one-way ANOVA; Dunnett’s test; *P < 0.05 and ***P < 0.001).

**Figure 8:**
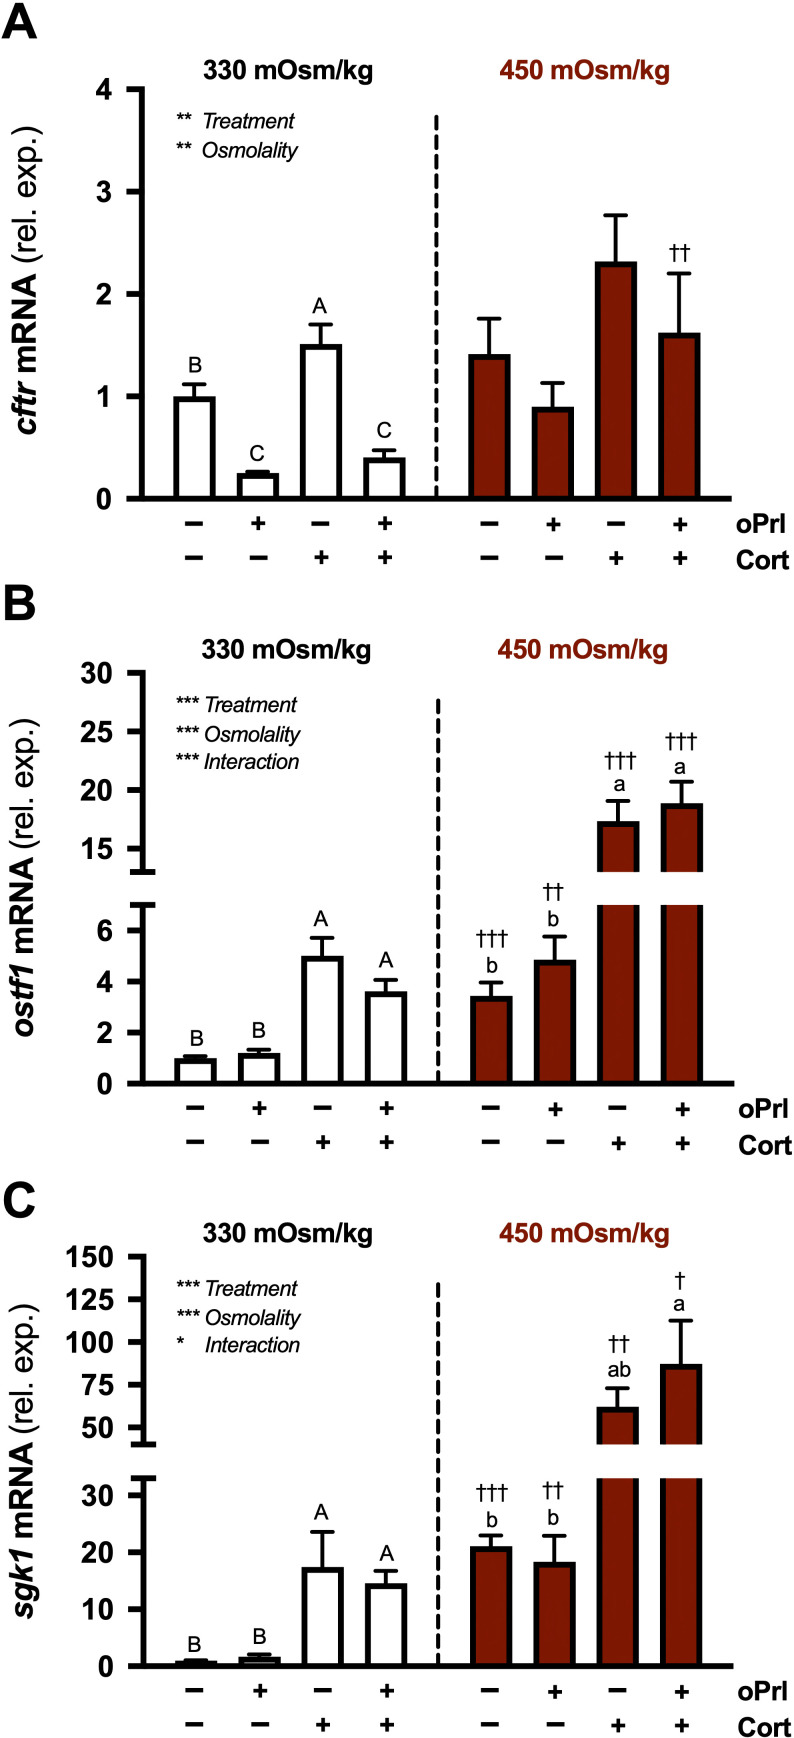
Effects of osmolality, Prl, and cortisol on *cftr*, *ostf1*, and *sgk1* in incubated gill filaments. Branchial *cftr* **(A)**, *ostf1* **(B)**, and *sgk1* **(C)** mRNA levels in filaments incubated for 6 h at either 330 or 450 mOsm/kg in the presence of ovine Prl (oPrl; 5 μg/ml) or cortisol (Cort; 1 μg/ml) alone or in combination. Means ± S.E.M. (*n* = 8). mRNA levels are presented as fold changes relative to the untreated group at 330 mOsm/kg. Differences among groups were evaluated by two-way ANOVA. Significant effects of treatment, osmolality, or an interaction are indicated in respective panels (*P < 0.05, **P < 0.01, and ***P < 0.001). When there was a significant treatment effect, *post hoc* comparisons (one-way ANOVA, Tukey’s HSD test, *P* < 0.05) were made between treatments within each osmolality. For a given osmolality, denoted by uppercase or lowercase letters, means that do not share the same letter are significantly different. When there was a significant osmolality effect, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made between treatment-matched groups (^†^*P* < 0.05, ^††^*P* < 0.01, and ^†††^*P* < 0.001).

**Figure 9:**
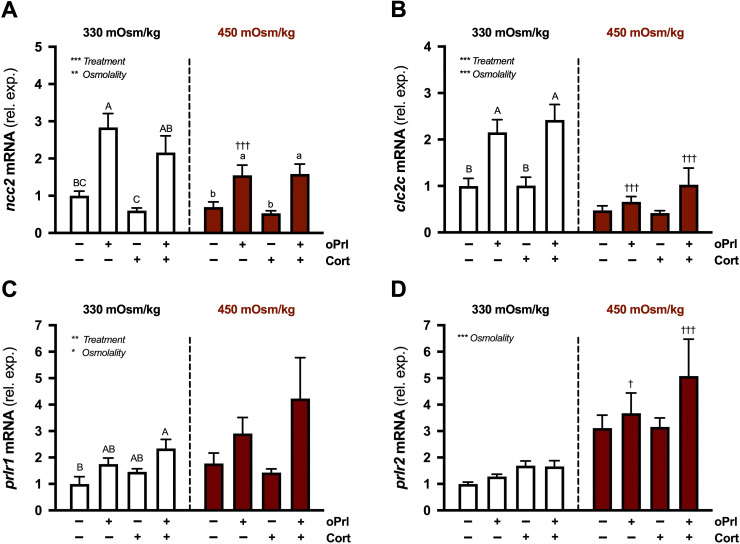
Effects of osmolality, prolactin, and cortisol on *ncc2*, *clc2c*, *prlr1*, and *prlr2* in incubated gill filaments. Branchial *ncc2* **(A)**, *clc2c* **(B)**, *prlr1* **(C)**, and *prlr2* **(D)** mRNA levels in filaments incubated for 6 h at either 330 or 450 mOsm/kg in the presence of ovine prolactin (oPrl; 5 μg/ml) or cortisol (Cort; 1 μg/ml) alone or in combination. Means ± S.E.M. (*n* = 8). mRNA levels are presented as fold changes relative to the untreated group at 330 mOsm/kg. Differences among groups were evaluated by two-way ANOVA. Significant effects of treatment or osmolality are indicated in respective panels (*P < 0.05, **P < 0.01, and ***P < 0.001). When there was a significant treatment effect, *post hoc* comparisons (one-way ANOVA, Tukey’s HSD test, *P* < 0.05) were made between treatments within each osmolality. For a given osmolality, denoted by uppercase or lowercase letters, means that do not share the same letter are significantly different. When there was a significant osmolality effect, *post hoc* comparisons (Bonferroni’s multiple comparisons test) were made between treatment-matched groups (^†^*P* < 0.05 and ^†††^*P* < 0.001).

## 3 Results

### 3.1 Prl affects branchial gene expression in hypophysectomized tilapia

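Gill filament RNA from 6 hypophysectomized male tilapia was sequenced, 3 injected with ovine prolactin (oPrl) and 3 with saline vehicle. Hypophysectomy removes the pituitary, the fish's own source of circulating Prl. After 5 days of recovery at 12 ppt, fish received 3 injections 48 h apart, at 5 μg oPrl per g body weight or vehicle, and filaments were collected 24 h after the last injection. The paper gives a body weight of 80 to 100 g, whereas the sample labels give 80 to 110 g. The authors sequenced paired reads of 150 bp, trimmed adapters, mapped the reads with STAR to the Nile tilapia (Oreochromis niloticus) genome from Ensembl and counted unique reads per gene with featureCounts. The genome build and the strand setting are not given in the sources used here. The values used below are those deposited counts, which were not normalized. The oPrl libraries held 30516271, 32959492 and 32337824 counts on genes, and the vehicle libraries held 26263548, 35976655 and 21643589. The paper's Supplementary File 1 gives between 36907660 and 59647285 reads in all per library, and the values here use the counts on genes. Following the paper, genes with fewer than 10 counts over all libraries were removed, which left 24878 of 32591 genes. Counts were normalized for library size by edgeR's TMM method and are given as CPM, the counts scaled to a common library size. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and log2 fold changes are oPrl relative to vehicle. The paper used DESeq2, whose results on the same counts are given where they change a call. Gene coordinates were not used here, and names come from the deposited table or from Supplementary File 4, of which the first 1999 rows were at hand. Some of these names are matches to other species.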

To explore transcriptomic profiles of hypophysectomized tilapia injected with either saline or oPrl, we performed RNA-Seq on a subset of individuals from the hypophysectomy/replacement experiment. All raw sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (Acc. No. GSE324306). Results of PCA and correlation analysis from RNA-Seq not only showed decent sample-to-sample similarity within each condition but also revealed global transcriptomic differences between vehicle and oPrl-injected samples (**Figures 1A, B**). 

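Over the 24878 genes kept, after DESeq2's variance-stabilizing transformation, the mean Euclidean distance was 88.7 between libraries of the same treatment and 116.1 between libraries of different treatments, a ratio of 1.31. Of the 10 ways to split the 6 libraries into groups of 3, the actual treatments gave the largest ratio (exact permutation test, one-sided, p = 0.1, the smallest p that 3 fish against 3 allow). The largest ratio among the other splits was 1.01. Every distance between treatments was at least 107.3, and no distance within a treatment exceeded 100.8. Within the oPrl group, replicates 1 and 3 were 64.4 apart, whereas replicate 2 was 98 from replicate 1 and 92.7 from replicate 3. In a PCA of the 500 most variable genes, PC1 carried 49.6% of the variance and PC2 17.7%. The oPrl libraries lay between -26.3 and -20.6 on PC1 and the vehicle libraries between 21.7 and 25.2. Vehicle replicate 2 lay at 26.4 on PC2, away from vehicle replicates 1 and 3 at -17.6 and -10.3. Of the other settings, values on the log2 CPM scale moved the PC1 share most, to 36.9%. From the PCA and the distances, the paper states that libraries resembled one another within each condition and differed between vehicle and oPrl.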

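At an adjusted p under 0.01 and an absolute log2 fold change over 1, edgeR's quasi-likelihood test called 349 of 24878 genes, 178 higher and 171 lower in oPrl-injected fish. The median absolute log2 fold change was 2.15 among the higher genes and 1.98 among the lower genes. In each of the 349 genes the 3 oPrl libraries lay wholly above or below the 3 vehicle libraries. Such a separation was seen in 29% of all genes tested, against 10% by chance. DESeq2 at the same thresholds called 1496 genes, 765 higher and 731 lower, and these included 348 of the 349. The 1148 genes called by DESeq2 alone had the same direction in edgeR, which is not independent evidence, since both tools used the same counts. Scaling by library totals without TMM called 358 higher and 147 lower genes, so that 70.9% of the calls were higher, compared with 51% under TMM. Under that scaling the median log2 fold change of all genes was 0.19, compared with 0.02 under TMM. The number of calls also depended on single libraries. With a library left out, edgeR called 28 genes without oPrl replicate 1, 215 without oPrl replicate 2, 5 without oPrl replicate 3, 22 without vehicle replicate 2 and 148 without vehicle replicate 3. Without vehicle replicate 1 it called 0 genes, its smallest adjusted p being 0.0123, and 4154 genes had an unadjusted p under 0.05. A miss without that library is thus shared by every gene and tells nothing about a single one. Nearly the same holds without oPrl replicate 3.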

In total, we identified 1,456 DEGs as shown in the volcano plot (**Figure 1C****;** **Supplementary File 4**).

We first observed that two genes previously established as targets of Prl signaling (20, 24), namely *slc12a10* (*ncc2*) and *clcn2* (*clc2c*), were upregulated by oPrl (**Figure 1C**). In contrast, our analysis revealed that *ostf1* and *sgk1* were downregulated by oPrl. 

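The count of ncc2 (ENSONIG00000007896) was 215 ± 106 CPM in oPrl-injected fish and 1.53 ± 0.441 CPM in vehicle-injected fish (SD, n = 3 each). The log2 fold change was 7.15 with a standard error of 0.46 (adjusted p = 0.00121, edgeR's quasi-likelihood test). Supplementary File 4 annotates this gene as slc12a3, while Figure 1 labels it slc12a10. The count of clc2c (ENSONIG00000019823) was 203 ± 114 CPM with oPrl and 1.47 ± 0.506 CPM with vehicle (SD, n = 3 each), a log2 fold change of 7.12 with a standard error of 0.52 (adjusted p = 0.00184, same test). For both genes every oPrl library lay above every vehicle library, and oPrl replicate 3 had the highest value. With each library left out in turn, the log2 fold change stayed between 6.67 and 7.4 for ncc2 and between 6.55 and 7.4 for clc2c, but neither gene was past the threshold without vehicle replicate 1 (adjusted p = 0.0153 and 0.0179, edgeR) or without vehicle replicate 2 (adjusted p = 0.0107 and 0.0131). The deposited table gives the symbol clcn2c to another gene, ENSONIG00000010801, whose log2 fold change was 0.63 with a standard error of 0.26 (adjusted p = 0.221, same test). Reads shared between such related genes could not be separated in counts per gene.

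**Figure D1:**
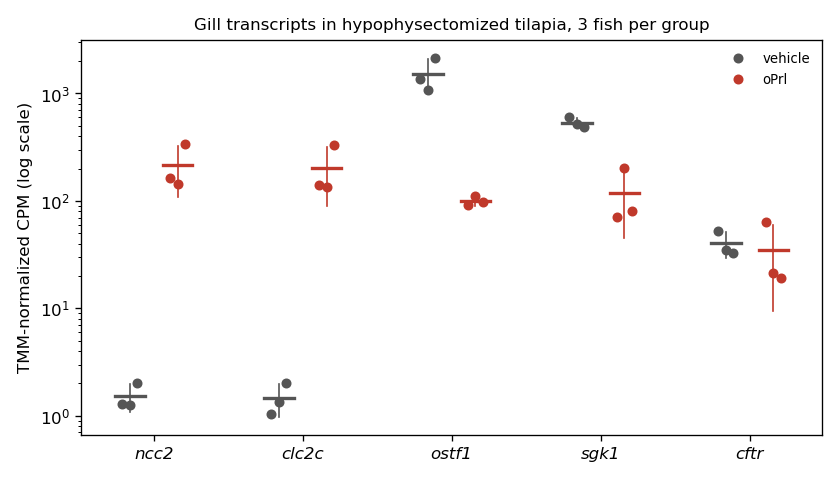
TMM-normalized CPM on a log scale for 5 genes in 3 vehicle-injected and 3 oPrl-injected hypophysectomized tilapia. Points are single fish, horizontal lines are means and vertical lines are SD. The groups are separate for ncc2, clc2c, ostf1 and sgk1, and overlap for cftr, where 1 oPrl fish lies at 64 CPM.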

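The count of ostf1 (ENSONIG00000031070) was 99.6 ± 9.47 CPM in oPrl-injected fish and 1532 ± 548 CPM in vehicle-injected fish (SD, n = 3 each). Its log2 fold change was -3.94 with a standard error of 0.28 (adjusted p = 0.00179, edgeR's quasi-likelihood test), and it stayed between -4.18 and -3.62 with each library left out in turn. It was not past the threshold without oPrl replicate 1 (adjusted p = 0.0109), oPrl replicate 3 (adjusted p = 0.0151) or vehicle replicate 1 (adjusted p = 0.0153). For sgk1 (ENSONIG00000000452) the counts were 118 ± 72.9 CPM with oPrl and 534 ± 60.4 CPM with vehicle (SD, n = 3 each). Its log2 fold change of -2.18, with a standard error of 0.4, had an adjusted p of 0.0239 by the same test, above the threshold of 0.01. DESeq2 placed it past that threshold at an adjusted p of 1.54e-06. The oPrl fish did not overlap the vehicle fish, but oPrl replicate 2 had 202 CPM, compared with 71.1 and 81.1 CPM in the other oPrl fish. Without oPrl replicate 2 the log2 fold change of sgk1 was -2.81 (adjusted p = 0.00224, edgeR). Without any other library it was not past the threshold, with log2 fold changes up to -1.92 and adjusted p up to 0.0922.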

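With an adjusted p under 1e-20 and an absolute log2 fold change over 2, edgeR's quasi-likelihood test called 0 genes, its smallest adjusted p being 0.00121. The paper set these thresholds for DESeq2, and with 3 fish against 3 edgeR's test did not come near so small a p. The 0 therefore does not speak against the paper's top DEGs. At an unadjusted p under 0.05 edgeR gave 5393 genes. DESeq2 called 50 genes at the stricter thresholds, 18 higher and 32 lower with oPrl. All 50 were also past the edgeR thresholds of 0.01 and 1, with edgeR ranks by p of 69 or better, and in all 50 the groups did not overlap. The smallest edgeR p belonged to a gene listed only as ENSONIG00000039827, at 69.7 ± 16.5 CPM with vehicle (SD, n = 3) and a log2 fold change of -5.45. Its adjusted p was 0.0123 without vehicle replicate 1. It was followed by arrdc2 (ENSONIG00000012745) with a log2 fold change of -3.5, whose adjusted p was 0.0123 without vehicle replicate 1 and 0.0102 without oPrl replicate 3. The gene with the symbol cited4a, which the paper's table calls cited3, had a log2 fold change of -3.3. Among higher genes that the paper does not name, ENSONIG00000034829, ENSONIG00000003498 and ENSONIG00000038963 had the smallest edgeR p. Their log2 fold changes were 6.11, 6.36 and 6.11 (adjusted p = 0.00121, 0.00214 and 0.00214). None of these higher genes was past the threshold without oPrl replicate 3 or without vehicle replicate 1, where edgeR called 5 and 0 genes in all.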

While examining the top DEGs (adjusted p-value < 1e-20 and |log2 fold change| > 2), we identified genes that may play important roles in associating Prl signaling with salinity acclimation (**Figure 1D**). Among the Prl-repressed genes, we identified a H^+^-dependent sugar transporter (*slc45a3*), a glucocorticoid receptor co-chaperone (*fkbp5*), cellular stress markers (*txnip*, *ddit4*, and *gadd45b*), and cell-cycle regulators (*azin1*, *rhou*, *cxcr4*, and *nt5dc2*). *ostf1* was included in the top DEGs. 

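The largest of these falls was in ddit4 (ENSONIG00000027247), from 451 ± 152 CPM with vehicle to 7.81 ± 5.05 CPM with oPrl (SD, n = 3 each), a log2 fold change of -5.85 with a standard error of 0.54 (adjusted p = 0.00322, edgeR's quasi-likelihood test). The count of fkbp5 (ENSONIG00000004221) fell from 2238 ± 628 to 66.2 ± 55.5 CPM (SD, n = 3 each), a log2 fold change of -5.08 with a standard error of 0.63 (adjusted p = 0.00716, same test). The log2 fold changes of nt5dc2, rhou, gadd45b, slc45a3, azin1 and txnip were -4.53, -3.81, -3.3, -3.04, -2.83 and -2.02. A pair of genes is annotated as cxcr4, with log2 fold changes of -2.49 (ENSONIG00000004410) and -3.18 (ENSONIG00000015664). Each of these 10 genes was past the threshold and had groups that did not overlap. Within the oPrl group, replicate 2 had the highest value of fkbp5, at 130 CPM against 34.2 and 34.3 CPM, and of ddit4, at 13.6 CPM against 5 and 4.78 CPM. Without it their log2 fold changes were -6.03 and -6.53. All 10 genes kept their direction with each library left out in turn. None was past the threshold without oPrl replicate 3 or without vehicle replicate 1, where edgeR called 5 and 0 genes in all. For fkbp5, ddit4, gadd45b and azin1 this held for each library other than oPrl replicate 2, with adjusted p of up to 0.0307 for fkbp5 by edgeR.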

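The count of gvin1 (ENSONIG00000020874) was 236 ± 48.2 CPM with oPrl and 17 ± 2.34 CPM with vehicle (SD, n = 3 each), a log2 fold change of 3.79 with a standard error of 0.22 (adjusted p = 0.00121, edgeR's quasi-likelihood test). The count of irf1 (ENSONIG00000017217) was 632 ± 107 CPM with oPrl and 103 ± 2.15 CPM with vehicle (SD, n = 3 each), a log2 fold change of 2.61 with a standard error of 0.17 (adjusted p = 0.00121, same test). The log2 fold changes of urgcp, ndrg, calr and socs1b were 3.09, 3.03, 2.67 and 2.27. Each of these genes was past the threshold with groups that did not overlap. Without vehicle replicate 1, where no gene was called, none of them was past the threshold, and without oPrl replicate 3 gvin1 alone was. The genes with the symbols socs1 and socs3 were lower with oPrl, with log2 fold changes of -1.04 and -3.12. Neither was past the edgeR threshold (adjusted p = 0.029 and 0.0157), although both were past that of DESeq2. Without oPrl replicate 2, socs3 was past it in edgeR as well (adjusted p = 0.00112), but without any other library it was not (adjusted p up to 0.0573). Expression of socs3b was 111 CPM in oPrl replicate 2 and 21.3 and 20.8 CPM in the other oPrl fish, and its log2 fold change of 1.38 was not called (adjusted p = 0.284, edgeR). Without oPrl replicate 2 it was 0.11 (adjusted p = 0.874).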

The top DEGs upregulated by Prl included a Nka subunit (*atp1a1/nka-α1*), a suppressor of cytokine signaling (*socs1b*), cell-cycle regulators (*urgcp* and *ndrg*), a regulator of intracellular Ca^2+^ (*calr*), and immune factors (*irf1* and *gvin1*). *slc12a10/ncc2* and *clcn2/clc2c* were included in the top DEGs.

Next, we analyzed the complete hypophysectomy/replacement experiment to assess whether Prl affects *cftr* and to confirm that Prl represses *ostf1* and *sgk1*, as identified in the RNA-Seq analysis. This was warranted because only three samples per treatment were used in the initial RNA-Seq experiment, which may have affected overall false-positive rates and statistical power. 

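In the 3 fish per treatment that were sequenced, cftr (ENSONIG00000003911) had 34.8 ± 25.3 CPM with oPrl and 40.2 ± 11 CPM with vehicle (SD, n = 3 each), a difference smaller than the spread between fish. Its log2 fold change was -0.21 with a standard error of 0.47 (adjusted p = 0.85, edgeR's quasi-likelihood test), and DESeq2 gave an adjusted p of 0.823. The oPrl fish had 64, 21.5 and 19 CPM, and the vehicle fish 52.8, 35 and 32.8 CPM. Without oPrl replicate 1, which had the highest value, the log2 fold change was -0.99 (adjusted p = 0.116, edgeR). Without each of the other libraries in turn it reached as high as 0.09. To gauge power for larger changes, counts were simulated 3 times for the same libraries with 200 genes changed by known amounts. All amounts were above 1 on the log2 scale, and a change as small as the paper's qPCR fall of cftr was not simulated. With 3 libraries against 3, edgeR recovered 49% of the changed genes and 66.9% of those changed by 2 or more on the log2 scale, and 1.7% of its calls were false. DESeq2 recovered 80.7% and 90.8%, and 19.7% of its calls were false. That share depends on how few genes were changed, and the counts were drawn with dispersions estimated by edgeR. It therefore does not give the share of false calls among the 1496 genes that DESeq2 called in the real counts. With 2 oPrl libraries against 3 vehicle libraries, edgeR recovered 35.2% and 50%, and 5% of its calls were false.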

As reported previously (24), plasma osmolality was higher in hypophysectomized fish that received oPrl compared to vehicle injections (**Figure 2A**). Tilapia injected with oPrl exhibited *cftr*, *ostf1*, and *sgk1* levels that were 0.5-, 0.1-, and 0.2-fold those observed in vehicle-injected controls (**Figures 2B–D**). Eight DEGs (*atf6*, *ccnb3*, *cks1b*, *dna2*, *kif11*, *kif20a*, *kiff22*, and *ncapd2*) involved in cell-cycle regulation, which were identified in our initial RNA-Seq analysis, were confirmed to be similarly upregulated by Prl in the complete hypophysectomy/replacement experiment (**Supplementary File 5**). 

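In the sequenced fish, all 8 genes were higher in every oPrl library than in every vehicle library. The log2 fold changes of dna2, kif20a, cks1b, ncapd2, ccnb3, kif22, kif11 and atf6 were 2.57, 2.37, 2.23, 2.17, 2.06, 1.66, 1.65 and 1.27. The count of ncapd2 (ENSONIG00000012903) was 84.4 ± 20.7 CPM with oPrl and 18.7 ± 5.7 CPM with vehicle (SD, n = 3 each), and its adjusted p of 0.00772 by edgeR's quasi-likelihood test was past the threshold. With any library left out it was not, at adjusted p of 0.0127 to 0.0522. The adjusted p of the other genes by the same test lay between 0.0116 for kif22 and 0.048 for atf6, above 0.01. DESeq2 placed all 8 past the threshold. Without vehicle replicate 3, cks1b was past it in edgeR (adjusted p = 0.00911), but without any other library it was not (adjusted p up to 0.0712). The expression of atf6 was highest in oPrl replicate 2, at 121 CPM, and without that library its log2 fold change was 0.88.

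**Figure D2:**
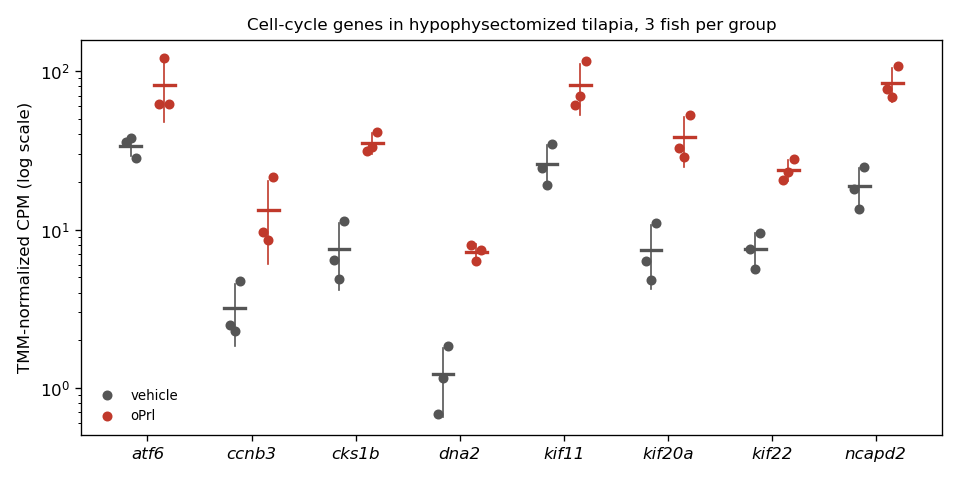
TMM-normalized CPM on a log scale for 8 genes in 3 vehicle-injected and 3 oPrl-injected hypophysectomized tilapia. Points are single fish, horizontal lines are means and vertical lines are SD. For each gene the 3 oPrl fish lie above the 3 vehicle fish.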

With *cftr*, *ostf1*, and *sgk1* identified as Prl-repressed genes, our subsequent experiments examined their regulation by salinity, osmotic conditions, and hormones.

### 3.2 Expression of *cftr, ostf1*, and *sgk1* is sensitive to steady-state salinity conditions

Branchial *cftr* levels were higher in long-term SW-acclimated tilapia compared to FW- and BW-acclimated tilapia (**Figure 4A**). *ostf1* levels were elevated in BW- and SW-acclimated tilapia relative to FW-acclimated tilapia (**Figure 4B**). *sgk1* levels were higher in SW-acclimated tilapia compared to FW-acclimated tilapia; *sgk1* levels in BW did not differ from those in either FW or SW (**Figure 4C**).

### 3.3 Sgk1 protein is expressed in ‘SW-type’ ionocytes

Western blots probed with the Sgk antibody revealed an immunoreactive band with an apparent molecular mass of ~50 kDa (**Figure 3A**). This mass approximates the mass reported for Sgk1 in mummichogs by Shaw et al. (56). Quantification revealed significantly higher Sgk1 protein levels in SW- versus FW-acclimated tilapia (**Figure 3B**). Sgk1-immunoreactivity was detected within Nka- and Cftr-positive ionocytes of gill filaments in SW-acclimated tilapia (**Figures 3C–H**). Sgk1-immunoreactivity showed a cytosolic pattern, in contrast to the apical localization of Cftr.

### 3.4 Salinity transfers impact plasma osmolality and branchial *cftr, ostf1*, and *sgk1* expression

In the FW to SW transfer, there were significant main effects of treatment and time, along with an interaction, on plasma osmolality (**Figure 5A**). Plasma osmolality increased at 0.25, 1, 2, and 7 d after transfer to SW compared to FW-maintained controls. Similarly, significant main effects of treatment and time, and an interaction, affected *cftr* levels (**Figure 5B**). *cftr* levels were elevated above controls at 1, 2, and 7 d after transfer from FW to SW. There was a significant main effect of treatment and an interaction with time on *ostf1* and *sgk1* levels; there was also a significant main effect of time on *sgk1* (**Figures 5C, D**). *ostf1* and *sgk1* were elevated above controls at 1 d after transfer from FW to SW.

In the SW to FW transfer, there were significant main effects of treatment and time, in addition to an interaction, on plasma osmolality (**Figure 6A**). Compared to SW-maintained controls, plasma osmolality was lower at 1, 2, and 7 d after transfer from SW to FW. Treatment significantly affected *cftr* (**Figure 6B**). Relative to controls, *cftr* levels decreased at 0.25, 1, 2, and 7 d after transfer from SW to FW. No significant main or interaction effects were observed on *ostf1* and *sgk1* levels following transfer from SW to FW (**Figures 6C, D**).

### 3.5 Hyperosmolality stimulates *cftr, ostf1*, and *sgk1* expression

To assess the direct effects of extracellular osmolality on *cftr*, *ostf1*, and *sgk1* expression levels, isolated gill filaments were incubated under conditions ranging from 280 to 450 mOsm/kg. After 6 h, *cftr*, *ostf1*, and *sgk1* levels in the 450 mOsm/kg group were 2.1-, 3.6-, and 4.3-fold those observed in the isosmotic (330 mOsm/kg) control group, respectively (**Figure 7**).

### 3.6 Osmolality, Prl, and cortisol interact to regulate *cftr, ostf1*, and *sgk1* expression

There were significant main effects of treatment and osmolality on *cftr* expression (**Figure 8A**). In filaments incubated at 330 mOsm/kg, oPrl, whether alone or in combination with cortisol, reduced *cftr* levels; conversely, cortisol modestly stimulated *cftr* compared to controls. No significant differences in *cftr* were observed between treatments incubated at 450 mOsm/kg. There were significant main effects of both treatment and osmolality, along with an interaction on *ostf1* expression (**Figure 8B**). Regardless of medium osmolality, cortisol, whether alone or in combination with oPrl, stimulated *ostf1*. oPrl alone did not influence *ostf1* levels in filaments incubated at either 330 or 450 mOsm/kg. Like *ostf1*, there were significant main effects of treatment and osmolality, as well as an interaction on *sgk1* expression (**Figure 8C**). At 330 mOsm/kg, cortisol, whether alone or in combination with oPrl, stimulated *sgk1*. In comparison, at 450 mOsm/kg, only cortisol, in the presence of oPrl, elevated *sgk1* compared to controls.

We confirmed that our gill incubation system accurately models *in vivo* responses to Prl by demonstrating that oPrl stimulated *ncc2* and *clc2c* (**Figures 9A, B**) (20, 22, 24). For both *ncc2* and *clc2c*, we observed significant main effects of treatment and osmolality. oPrl alone stimulated *ncc2* in filaments incubated at 330 and 450 mOsm/kg (**Figure 9A**). oPrl stimulated *clc2c* expression in filaments incubated at 330 mOsm/kg, but not in filaments at 450 mOsm/kg (**Figure 9B**). The effectiveness of our *in vitro* system was also indicated by cortisol’s stimulation of *ostf1* (**Figure 8B**) (65).

There were significant main effects of treatment and osmolality on *prlr1* expression (**Figure 9C**). In filaments incubated at 330 mOsm/kg, oPrl in combination with cortisol stimulated *prlr1* levels relative to controls. No significant differences in *prlr1* were observed between treatments at 450 mOsm/kg. For *prlr2*, there was a significant effect of medium osmolality. In groups treated with oPrl, either alone or in combination with cortisol, *prlr2* levels were elevated at 450 mOsm/kg compared with 350 mOsm/kg (**Figure 9D**).

## 4 Discussion

Using Mozambique tilapia as a model, Foskett and Scheffey (66) provided the first direct evidence that teleost ionocytes actively secrete Cl^-^. In the succeeding decades, the molecular workings of ‘SW-type’ ionocytes were uncovered, enabling the establishment of mechanistic links between hormones, cell-autonomous osmosensory processes, and the solute transporters/channels responsible for ion secretion (18, 38). However, a knowledge gap remains because the endocrine and osmosensory pathways that activate and recruit ‘SW-type’ ionocytes are much better understood than those that inhibit ion secretion when euryhaline species enter FW. To address this gap, we first identified a set of genes sensitive to Prl signaling by combining transcriptomic analyses with the ‘classic’ experimental paradigm of hypophysectomy and hormone replacement. We then narrowed our focus to Prl’s inhibition of ion-secretory pathways by examining three transcripts more closely to assess their regulation. Our primary findings include: Prl’s capacity to antagonize cortisol-stimulated *cftr* expression depends on extracellular osmotic conditions; Prl and cortisol play opposing roles in regulating branchial *ostf1* expression; and Sgk1 is expressed in tilapia ‘SW-type’ ionocytes, where interactions among Prl, cortisol, and extracellular osmolality influence its expression.

The salinity-dependent expression of *cftr* observed in this study (**Figures 4A**, **5B**, **6B**) aligns with its encoded protein facilitating the apical exit of Cl^-^ from ‘SW-type’ ionocytes (36). The results of our hypophysectomy (**Figure 2B**) and gill incubation experiments (**Figure 8A**), in which Prl reduced *cftr* expression, suggest that Cftr participates in Prl-mediated inhibition of Cl^-^ secretion (67, 68). In other examined euryhaline species, Prl inhibits branchial *cftr* expression in addition to downregulating Na^+^/K^+^-ATPase activity and *nkcc1* expression (25, 69, 70). When tilapia transition from SW to FW, plasma Prl levels and branchial *prlr1* expression increase within 6 h (29); therefore, the activation of Prl signaling that occurs in response to FW aligns temporally with the decline in *cftr* (**Figure 6B**). Longer-term effects follow the *cftr* response to Prl, when Prl suppresses cell morphologies associated with ‘SW-type’ ionocytes (50, 71). Conversely, during SW-acclimation, when circulating Prl levels are reduced (58), *cftr* expression rises markedly (**Figure 5B**). Recall that cortisol stimulated *cftr* in filaments incubated at 330 mOsm/kg (**Figure 8A**), a pattern consistent with its well-established role in promoting the activity of ‘SW-type’ ionocytes (18). A key finding of this study was that cortisol, when co-administered with Prl, did not stimulate *cftr* expression. Thus, under steady-state FW conditions, when extracellular osmolality approximates 330 mOsm/kg and plasma Prl levels are elevated (58), Prl prevents cortisol from maladaptively upregulating *cftr*. We also discovered that when filaments are exposed to hyperosmotic conditions, Prl’s capacity to oppose cortisol is lost. Therefore, the spike in plasma osmolality that occurs when tilapia enter SW may ‘override’ Prl’s antagonistic effect on cortisol-induced *cftr* expression. Cortisol released after an acute exposure to SW (72) is thus ‘permitted’ to promote *cftr* expression.

Although it makes intuitive sense from an adaptive perspective that hyperosmolality suppresses Prl signaling, thereby enabling ‘SW-type’ ionocytes to increase Cl^-^ secretion via Cftr in response to SW exposure, the mechanisms by which osmotic conditions override Prl’s branchial actions remain unknown. We propose that Prlr2, due to its robust expression under hyperosmotic conditions as shown here (**Figure 9D**) and previously (22, 26), redirects Prl signaling away from activities that promote FW acclimation. For instance, Prlr2 activation increases the expression of *suppressor of cytokine signaling* genes (26), which, through their translated products, could attenuate Prlr1-mediated signaling pathways (73). Prlr1 is likely the mediator of Prl’s FW-adaptive effects because low environmental salinities and Prl itself upregulate expression of its associated gene transcript (22, 29). It is also important to recognize that reduced sensitivity to Prl signaling under hyperosmotic conditions coincides with increased sensitivity to cortisol’s effects. For instance, when tilapia transition from FW to SW, the expression of branchial glucocorticoid and mineralocorticoid receptors (*gr2* and *mr*) is upregulated (74). Hence, the various Prl and cortisol receptors, each with distinct osmosensitivities, enable the gill to toggle between prioritizing Prl’s effects versus those of cortisol, depending on environmental osmolality. Mannitol-based *in vitro* experiments are now warranted to further resolve whether *cftr* and *prlr2*, as well as *sgk1*, described below, are differentially responsive to ionic versus non-ionic stress in tilapia.

Since its identification in tilapia (75), Ostf1 has been recognized as a mediator of transcriptional responses to osmotic stress in euryhaline teleosts. For instance, Ostf1 is expressed in the ionocytes of Japanese eel (*Anguilla japonica*) and medaka (*Oryzias latipes*), where it promotes *cftr* expression in response to hyperosmotic extracellular conditions (76–78). *ostf1* transcripts in the tilapia pituitary also respond directly to increases in osmolality (59). Although hyperosmotic induction of its branchial expression can occur without systemic signals, cortisol, the primary mineralocorticoid in teleosts, stimulates *ostf1* (65, 79). Our combined experiments confirmed that branchial *ostf1* is rapidly stimulated by increases in environmental salinity and extracellular osmolality, as well as by cortisol (**Figures 4B**, **5C**, **7B**, **8B**). More notably, our study provides the first evidence of Ostf1’s sensitivity to Prl (**Figures 1C, D**, **2C**), indicating that crosstalk occurs between Prl signaling and hyperosmotic stress pathways. While future investigation is needed to pinpoint the specific signaling pathways linking Prl to Ostf1, functional domains/phosphorylation sites within Ostf1 suggest several potential candidates. These signaling pathways include mitogen-activated protein kinases (MAPKs), cyclin-dependent kinases, and calcium-calmodulin-dependent kinases (75, 78). Our study thus encourages the interrogation of these transduction cascades to determine their sensitivity to Prl. Such investigations are likely to uncover regulatory connections distinct from those linking cortisol, which promotes SW-adaptive phenotypes, to branchial MAPK signaling (80). While Prl showed the capacity to inhibit *ostf1* when administered to tilapia continuously held in BW (**Figure 2C**), *ostf1* can be quickly induced cell-autonomously in tilapia abruptly transferred from FW to SW (75), a process that occurs before the reduction in circulating Prl (58). Therefore, SW/hyperosmolality must provide a sufficiently strong stimulus to overcome Prl’s inhibitory effects and allow an immediate response to SW exposure. In the absence of this osmotic shock, Prl can inhibit *ostf1* expression (**Figure 2C**). We also note that while Prl attenuated *ostf1* expression by over 90% in hypophysectomized tilapia (**Figure 2C**), this effect was not seen in Prl-treated filaments *in vitro* (**Figure 8B**). First, it is plausible that some systemic factor(s) not present in our *in vitro* conditions are necessary for Prl to inhibit *ostf1* (as well as *sgk1*). Considering the role of hormone-sensitive miRNAs (e.g., miRNA-429) in regulating branchial gene transcripts (81), especially *ostf1* (82), this aspect of *ostf1’s* regulation might have been disrupted without the influence of systemic factors beyond Prl and cortisol. We also propose that the substantial difference in the duration of Prl treatment (i.e., 5 days *in vivo* versus 6 hours *in vitro*) may account for the contrasting sensitivity to Prl observed in our study. Future *in vitro* studies will need to employ longer Prl treatment durations to directly address this question.

Vertebrate Sgk1s are regulated by a wide range of stimuli related to cellular stress signaling, including hypertonicity (83, 84). Among the broad spectrum of ion transporters and channels that interact with Sgk1 (directly or indirectly), several are conserved between the ‘SW-type’ ionocytes of fishes and other vertebrate cells specialized for ion transport, including Cftr, Nkcc, and renal outer medullary K^+^ channels (Romks) (5, 84, 85). The sensitivity of branchial *sgk1* to Prl, as revealed in the hypophysectomy paradigm (**Figures 1C**, **2D**), led us to investigate its expression patterns in response to acute salinity changes, during which it emerged as highly responsive to SW exposure. *sgk1* expression spiked after transfer from FW to SW when plasma osmolality reached ~425 mOsm/kg (**Figures 5A, D**), whereas *sgk1* did not respond to FW exposure when plasma osmolality fell below that of SW-maintained controls (**Figures 6A, D**). The responsiveness of *sgk1* to SW, but not FW, aligns with its *in vitro* sensitivity to hyperosmolality (**Figure 7C**). Because Sgk1 is required for the trafficking of Cftr from intracellular vesicles to the apical membrane of mummichog ionocytes (43, 44, 86), we predicted that Sgk1 would be expressed in ‘SW-type’ ionocytes of tilapia. Immunohistochemistry was performed on filaments from SW-acclimated fish given their high Sgk1/*sgk1* expression (**Figures 3A, B**, **4C**); we observed that Nka- and Cftr-positive ionocytes express Sgk1 in a manner consistent with its binding to intracellular proteins that interact with ion channels and transporters (**Figures 3C–H**) (87). Loss-of-function experiments, as leveraged by Notch et al. (43), are now warranted to determine whether Cftr, Nkcc1, Romka, or other ion transporters/channels are regulatory targets of Sgk1 in tilapia. While branchial Sgk1 mediates adaptive responses to SW in mummichogs (43, 86) and, seemingly, in tilapia, the full extent of Sgk1’s deployment across teleost osmoregulatory organs remains to be determined through comparative studies. It will be interesting to assess whether Sgk1 plays a role in the ‘SW-type’ ionocytes of stenohaline marine species, which lack broad plasticity in ion-transport capacity.

Within the landscape of Prl’s myriad actions on vertebrate osmoregulatory systems (88), we define a new role for Prl as an inhibitor of *sgk1* expression (**Figures 1C**, **2D**). Given the connections among Sgk1, Cftr, and Prl in mummichogs and tilapia, Prl’s inhibition of Sgk1 is another facet of how it attenuates branchial processes suited to SW (18). Sgk1’s sensitivity to cortisol was not unexpected given glucocorticoid actions on mammalian Sgk1 (**Figure 8C**) (89); nonetheless, this study is the first to link cortisol to Sgk1 in a teleost. Hypophysectomized tilapia, which lack an intact hypothalamus-pituitary-interrenal axis to activate cortisol secretion, can nevertheless recruit ‘SW-type’ ionocytes in response to hyperosmotic conditions (20). Although perhaps dispensable, cortisol still plays a supporting role in tilapia SW acclimation by stimulating Nka activity, *nka-α1b*, and *nkcc1* expression (23, 80, 90). Thus, cortisol’s effect on *sgk1* and its synergism with hyperosmolality constitute an additional aspect of its SW-adaptive actions in tilapia. Interestingly, the upregulation of *sgk1* expression in mummichogs exposed to SW does not depend on cortisol signaling (86). When glucocorticoid receptors are pharmacologically blocked, hypertonicity is sufficient to increase *sgk1* expression, a pattern that aligns with hypertonic stimulation of Cftr-mediated Cl^-^ secretion in mummichogs (86). Further investigation is required to determine whether cortisol is essential for *sgk1* induction during SW acclimation in tilapia; cortisol may not be necessary given that *sgk1* was induced by hyperosmotic conditions alone (**Figure 7C**). Our hypophysectomy paradigm is particularly well-suited to address this question. As was the case for *ostf1*, *sgk1* showed contrasting sensitivity to Prl *in vivo* versus *in vitro*. Interactions between Sgk1 and Ostf1, as proposed by Wong et al. (91), may underlie the parallel expression of their transcripts across the experimental paradigms used in this study.

In tilapia, Prl is required during FW-acclimation to activate the uptake of environmental Na^+^ and Cl^-^ by ‘FW-type’ ionocytes that express Ncc2 and Clc2c (20, 24). Accordingly, the *in vitro* responses of *ncc2* and *clc2c* to Prl confirm that the filament incubation system used here models Prl’s actions (**Figures 9A, B**) (22–24). We previously examined, separately, the *in vitro* effects of Prl and extracellular osmolality on the expression of ionocyte genes (22). In the present study, our experimental design enabled us to test them in combination; we found that Prl does not stimulate *clc2c* expression under hyperosmotic extracellular conditions (**Figure 9B**). Although this modulation of Prl’s effects by osmolality was not seen for *ncc2* (**Figure 9A**), we hypothesize that it relates to the osmotic sensitivity of *prlr1* and *prlr2* expression, which, through their reciprocal regulatory patterns under hyperosmotic conditions, will attenuate tissue sensitivity to Prl (22, 29). Lastly, we did not observe an effect of cortisol alone or in combination with Prl on *ncc2* or *clc2c* expression. Because Prl-cortisol synergism may occur when gill filaments are incubated for ≥ 24 h (23), we are reluctant to discount a role for cortisol in supporting FW acclimation in tilapia based solely on our findings.

In summary, we combined classic and modern techniques to elucidate further the physiological mechanisms that enable euryhaline fishes to adapt to a wide range of salinities. Tilapia ‘SW-type’ ionocytes are regulated by the combined actions of extracellular osmolality, cortisol, and Prl, particularly in controlling *cftr* and *sgk1* transcript levels, where these signals exhibit synergistic or antagonistic relationships. Future studies are now poised to articulate the functional consequences (e.g., active Cl^-^ secretion) of the various regulatory links we identified to Sgk1. This study also reinforces that Prl plays multiple roles in facilitating FW adaptation, as it not only promotes ion uptake via ‘FW-type’ ionocytes but also suppresses hyperosmotically-induced genes in ‘SW-type’ ionocytes. Ultimately, Mozambique tilapia illustrate how the ionocytes of euryhaline fishes serve as hubs that integrate osmotic stimuli and endogenous hormonal cues to yield phenotypes that adaptively match the environment.

## Data Availability

All raw sequencing data supporting the conclusions of this study have been made publicly available through NCBI’s Gene Expression Omnibus (Acc. No. GSE324306): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE324306. Additional contributions presented in the study are included in the supplementary material, further inquiries can be directed to the corresponding author.

# Supplementary material for: Prolactin, cortisol, and extracellular osmolality regulate cftr, ostf1, and sgk1 in tilapia ionocytes
**Source:** Front Endocrinol (Lausanne). 2026 Apr 22;17:1802254. doi: 10.3389/fendo.2026.1802254
**Supplement:** Supplementary file 3

**Supplementary Table.** Specific primer sequences for quantitative real-time PCR of select DEGs.

| Gene          | Primer Sequence (5'-3')                               | Efficiency (%) | Acc. No.       |
|---------------|-------------------------------------------------------|----------------|----------------|
| <i>atf6</i>   | F: CCCTGTGATGGATAGTGAGGC<br>R: TCGAACAGGCTTAAGTCCCAC  | 97             | XM_003440029.5 |
| <i>ccnb3</i>  | F: CGAGCTGTACCATGAGACCC<br>R: GTGGGCTGTGCTCCTCAAAT    | 87             | XM_005458602.4 |
| <i>cks1b</i>  | F: TGATTCACCAACCAGAGCCG<br>R: CCCACATGGCAGTTAGAGCA    | 107            | XM_003452448.5 |
| <i>dna2</i>   | F: TGTCGCCATGAACAGGATGA<br>R: TGTGGAATTCGGGAAGACCTTT  | 107            | XM_019359412.2 |
| <i>kif11</i>  | F: TGC GTGATATAACGGTGTCCG<br>R: TCGTGTTGAAAGGCCTGCAT  | 90             | XM_003455691.5 |
| <i>kif20a</i> | F: CACCGTTGGTTTTTGGCGAT<br>R: CCATGCCCCGTCTATCTGGAA   | 90             | XM_005472109.4 |
| <i>kif22</i>  | F: ACATTCTCACATAATATCGCGCA<br>R: CTCTTACACACGGTCCCTCG | 98             | XM_005463863.4 |
| <i>ncapd2</i> | F: TGCAGCACTGTAAGTCGGTA<br>R: AGACAACCCACTAACCCTTGT   | 109            | XM_005455432.4 |

# Supplementary material for: Prolactin, cortisol, and extracellular osmolality regulate cftr, ostf1, and sgk1 in tilapia ionocytes
**Source:** Front Endocrinol (Lausanne). 2026 Apr 22;17:1802254. doi: 10.3389/fendo.2026.1802254
**Supplement:** Supplementary file 5

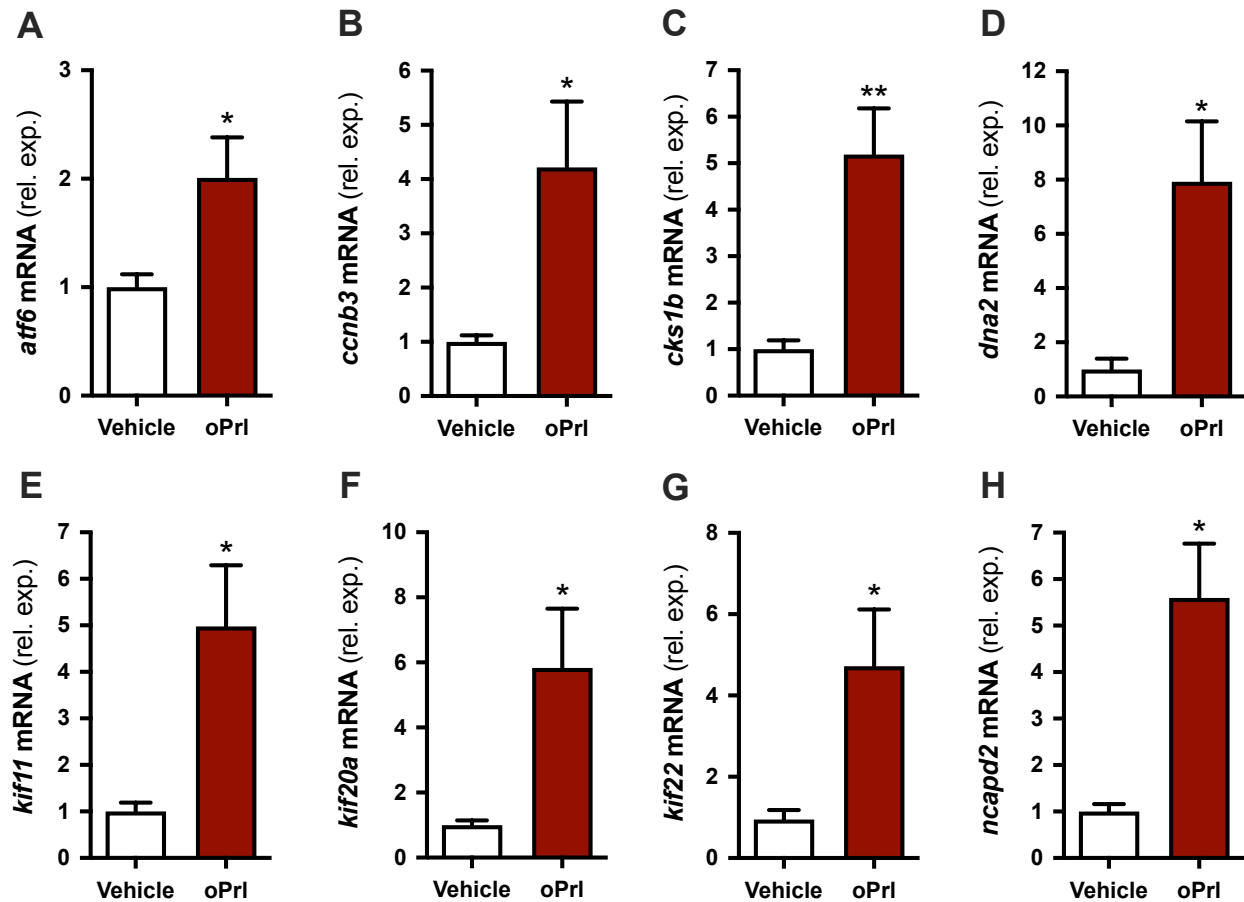

**Effect of PrI on the expression of select DEGs in hypophysectomized tilapia.** Branchial mRNA levels of *atf6* (A), *ccnb3* (B), *cks1b* (C), *dna2* (D), *kif11* (E), *kif20a* (F), *kif22* (G), and *ncapd2* (H) in hypophysectomized tilapia injected with oPrI (solid red bars) or saline vehicle (open bars). Means  $\pm$  S.E.M. ( $n = 8$ ). mRNA levels are presented as fold changes relative to the vehicle-injected controls. Group differences were analyzed by Student's *t* test. \* $P < 0.05$  and \*\* $P < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

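RNA from gill filaments of 6 hypophysectomized tilapia was measured, 3 injected with oPrl and 3 with vehicle. The authors trimmed the reads, mapped them to the Nile tilapia genome with STAR and deposited unnormalized counts of unique reads per gene from featureCounts. The genome build, annotation release and strand setting are not given in the sources used here. The table held 32591 rows with a gene ID and 1 row without one. That row took between 0.0901% and 0.135% of the counts of a library and was left out of library sizes and tests.

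Library totals were 30516271 to 32959492 counts with oPrl (median 32337824) and 21643589 to 35976655 with vehicle (median 26263548). The genes with a total of at least 10 counts, 24878 in number, were tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization and the quasi-likelihood test, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.01 and an absolute log2 fold change over 1 were called, as in the paper. DESeq2 1.42.0, the paper's tool, was run as an alternative. It gave no adjusted p for 3981 genes, and these were not counted as lost. PCA and distances used DESeq2's variance-stabilizing transformation. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 7 lists, and with fry and an estimated correlation as alternatives.

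The 7 lists covered proliferation, glucocorticoid targets, the output and activator arms of the clock, the interferon response, erythrocytes and leukocytes. List genes were matched on the symbol, with an optional letter and number for fish duplicates, so that paralogs such as ddit4l entered as well. The gene tsc22d3 (ostf1) has another symbol in the table and did not enter. Lists of pituitary hormones and of skeletal muscle genes were added after counts had been seen. Of the 32591 genes, 17210 have a symbol in the deposited table.

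Named genes were chosen by a rule set before the counts were examined, although the values in Supplementary File 4 had been seen. It takes genes that the paper names from RNA-Seq, genes that it measured otherwise or discusses, the 3 largest rises and falls among called genes with a mean of at least 1 CPM and no overlap between groups, the 3 smallest p in each direction among genes the paper does not name, and members of the lists. Apart from the members of the lists, it named 58 genes, of which 31 were called. The gene nhe3 and the qPCR reference gene were not matched to a single gene and are not analysed here. Some results for genes that the paper names are not reported here.

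Libraries of one treatment differed by more than the sampling noise in every pair, with chi-square values per degree of freedom of 26.3 to 98.6, so none was counted as a repeat. The gene tests were tested on simulated counts with 200 changed genes. On the same counts, camera at either correlation and fry each found 3 of 3 sets of 20 raised genes at an unadjusted p under 0.05 and 0 of 3 sets of 20 unchanged genes, although the simulated genes were drawn independently of each other. Alternatives were another normalization, other count filters, a robust fit, the replicate number as a block, other thresholds and leaving out each library. Gene length, GC content and coordinates were not used here. Supplementary File 4 was at hand for its first 1999 rows and was used for names, the marks of the paper's DEGs and top DEGs and per-gene values, with no overlap or set test.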

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

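The gene lists, their tests and the splits of the libraries were set before the data were examined, although several glucocorticoid and clock genes had been seen as lower in the paper's tables, and the test on pituitary hormones and the counts of blood and immune cell genes against glucocorticoid targets were chosen after the results were seen.

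Proliferation genes that the paper's text does not name rose with oPrl, many of which Supplementary File 4 lists among the DEGs. The median log2 fold change of the 41 proliferation genes tested was 2.09 (camera, adjusted p = 2.87e-57 over 7 lists), and 40 of 41 were higher. Of these, 18 were past the threshold over all genes tested and 38 when adjusted over the list alone. The groups did not overlap in 39, compared with 29% of all genes tested and 10% of genes by chance. The call held under fry (adjusted p = 0.0031) and with an estimated correlation (adjusted p = 0.0372). A scale factor would move all genes alike, but the list's median was 2.07 above that of all genes, and it lay outside the range of -0.32 to 0.45 of the medians of 10000 random lists matched on expression. The normalization is thus argued against as the whole cause. Immune cells in the filaments stay open. The median of the leukocyte list was -0.11, but its most abundant genes in vehicle-injected fish, ptprc, coro1a and lcp1, had 427, 413 and 410 CPM, and so high a level would hide a small share of dividing cells. Of the 10 leukocyte genes tested, 9 had at least 1 CPM in these gill libraries. Of 10 splits, 1, the actual one, reached that median, and since 10 splits cannot give a share under 0.05, they do not decide whether chance can be excluded. An action of oPrl on dividing gill cells, as a hypothesis, was not tested further.

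Glucocorticoid target genes fell with oPrl, including targets outside those that the paper names in its text or marks as top DEGs. Supplementary File 4 lists several of these among the DEGs, errfi1a and klf9 included. The median log2 fold change was -2.03 over 23 genes (camera, adjusted p = 1.26e-21, 0.00032 by fry and 0.00489 with an estimated correlation) and -0.86 over the 17 genes that remain without those named in the text or marked as top DEGs (camera, adjusted p = 1.75e-07, and 0.00149 by fry), 15 of them lower. In the full list 6 genes were past the threshold over all genes tested and 12 when adjusted over the list alone. The study chose several of them on these same fish, so the latter is not independent evidence. Among those 17 targets, errfi1a was called at -2.93, while klf9 at -3.99 was not (adjusted p = 0.0149, edgeR), although DESeq2 called it at -4.03 (adjusted p = 3.23e-11). The list's median was -2.05 relative to that of all genes and lay outside the range of -0.65 to 0.51 of the medians of random lists, which argues against the normalization. Loss of blood or immune cells is argued against as the whole cause for the full list, since 0 of 17 erythrocyte and leukocyte genes of at least 1 CPM fell by as much as that list's median, allowing 1 standard error. For the targets outside the paper's text and top DEGs it stays open, since 4 of the 17 erythrocyte and leukocyte genes fell by as much as their median within 1 standard error. The lowest was slc4a1b, with a log2 fold change of -0.86. At 199 CPM in vehicle-injected fish it was the most abundant of the erythrocyte genes tested, among which no hemoglobin gene was matched. Others went the other way, with log2 fold changes of 0.86 for its paralog slc4a1a, 0.46 for alas2, 0.56 for klf1, 0.94 for tfr1b, 0.28 for lcp1 and 0.53 for lck, and none of the erythrocyte and leukocyte genes was called. A difference in clock phase cannot be told apart, because the activator arm had a median of -0.09 over members that went both ways. The splits do not decide whether chance can be excluded (1 of 10). Lower glucocorticoid signaling in the gill with oPrl may be proposed as a hypothesis. Plasma cortisol was not analysed here.

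Clock genes of the output and repressor arm also fell. The median log2 fold change was -1.15 over 15 genes (camera, adjusted p = 8.37e-20, 0.00032 by fry and 0.00895 with an estimated correlation), and -1.1 over the 12 genes outside the paper's text and top DEGs (fry, adjusted p = 0.00149), all 12 lower. Supplementary File 4 lists several of these among the DEGs. Of the 15, 6 were past the threshold and 10 when adjusted over the list alone. The gene per1b belongs to this list and to the glucocorticoid list. The activator arm showed no shift as a set (adjusted p = 0.488). The splits do not decide whether chance can be excluded for the output arm (1 of 10) or for the activator arm, where 7 of 10 splits gave a median as far from 0. No biological explanation was tested.

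Interferon response genes had a median log2 fold change of 0.37 over 19 genes (camera, adjusted p = 0.00528), 14 of them higher. Fry gave an adjusted p of 0.0521 and an estimated correlation 0.352, both above 0.05, so the call rests on the preset correlation. It was also lost without vehicle replicate 2, at a median of 0.4 (camera, adjusted p = 0.11). Of the 19, 1 was past the threshold and 2 when adjusted over the list alone. The splits do not decide whether chance can be excluded here (1 of 10). No biological explanation was tested.

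A gene listed only as ENSONIG00000039035, which Supplementary File 4 lists among the DEGs but the paper's text does not name, had 218 counts over the vehicle libraries and 0 in the oPrl libraries. Against a floor of 3 counts over the oPrl group it was at least 92.9-fold lower with oPrl, as far as counting error goes. The edgeR adjusted p was 0.00627, and with any library left out the gene was not past the threshold, at adjusted p of 0.0104 to 0.0363. No biological explanation was tested.

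The prl gene had 187 counts over the vehicle libraries and 2 over the oPrl libraries, although the fish had been hypophysectomized. The vehicle libraries held 54, 129 and 4 counts. The edgeR adjusted p was 0.0377, above the threshold, and that of DESeq2 was 7.42e-05. Pituitary RNA in the vehicle libraries cannot be told apart from expression in the gill. The other pituitary hormone genes together had 22 counts in vehicle replicates 1 and 2, of which 11 were POMC, a gene with 0 counts in the other libraries, whereas gh1 had 0 counts in both replicates and lhb had more counts over the oPrl libraries (8) than over the vehicle libraries (3). These counts are too few to decide, and an effect of oPrl on prl in the gill was not tested.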

How the results depend on the processing

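The counts after thinning to the smallest library were chosen after the data were seen. The other alternatives were set before the data were examined.

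The number of called genes depended on the tool and the threshold. In place of 178 higher and 171 lower genes, DESeq2 called 765 and 731, with its default alpha and with an alpha of 0.01 alike, and 50 top genes in place of 0. A threshold of 0.05 gave 628 and 519, and a test against a log2 fold change of 1 (glmTreat) gave 15 and 20. Scaling by library totals gave 358 higher and 147 lower genes, or 70.9% higher compared with 51%. The median log2 fold change of all genes was then 0.19, and changes under that scaling are read relative to it. The cause of the difference between tools was not tested. RLE normalization, filterByExpr and a robust fit left both counts within 1.5 times, as did testing every gene with a count. With every library thinned to the smallest total, the counts were 174 and 180.

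Leaving out a library lowered the counts, and fewer samples are tested in each case. The higher genes ranged from 0 to 76 and the lower genes from 0 to 139. Both were 0 without vehicle replicate 1, where 4154 genes had an unadjusted p under 0.05 by edgeR. They were 4 and 1 without oPrl replicate 3, 13 and 15 without oPrl replicate 1, 5 and 17 without vehicle replicate 2, 71 and 77 without vehicle replicate 3, and 76 and 139 without oPrl replicate 2. In the simulation, edgeR with 2 oPrl libraries against 3 recovered 50% of genes changed by 2 or more. Only oPrl replicate 1 was left out there, so the simulation does not speak to the counts without a vehicle library. Of the 58 named genes, the number no longer called ranged from 4 without oPrl replicate 2 to 31 without vehicle replicate 1.

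With the replicate number as a block, 13 genes were higher and 17 lower, and 13 named genes were no longer called. The correlations of same-numbered libraries' deviations from their group means were -0.12, -0.02 and 0.01, so the libraries share only a number and are not paired.

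The PC1 share of 49.6% was 45% with rlog, 36.9% on the log2 CPM scale, 55.5% with filterByExpr and 43.9% over all genes. It ranged from 48.7% to 57.8% with libraries left out. The cause was not tested. The distance ratio of 1.31 ranged from 1.19 to 1.41 under the alternatives run.

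The proliferation, glucocorticoid and clock output lists kept their direction and their call under each alternative run. The interferon list kept its median of 0.37 but lost its call under fry and with an estimated correlation, and its median ranged from 0.36 to 0.45 with libraries left out, the call being lost without vehicle replicate 2 at a median of 0.4. Lists that were not called changed sign. Under library totals the medians were 0.07 for the clock activator arm, 0.09 for erythrocyte genes and 0.07 for leukocyte genes. The erythrocyte median was 0.2 with filterByExpr and ranged from -0.16 to 0.05 with libraries left out.

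Some named genes that were not called changed sign too. The log2 fold change of cftr ranged from -0.99 to 0.09 with libraries left out. That of the first nr3c1 gene was 0.13 under library totals and 0.07 with the replicate number as a block, and ranged from -0.39 to 0.2. That of prlr2 was 0 with DESeq2 and with RLE, and ranged from -0.03 to 0.06. Those of socs6a and socs9 ranged from -0.09 to 0.17 and from -0.02 to 0.14. DESeq2 called 12 named genes that edgeR did not.

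Vehicle replicate 3 had the fewest counts, 21643589, which limits the precision of genes with low counts.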

Differences from the paper's values

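The paper reports 1456 DEGs, whereas edgeR called 349. Of the alternatives set before the data were examined, DESeq2 with its default alpha and with an alpha of 0.01 (1496 each) and a threshold of 0.05 (1147) came within 1.5 times of the paper's number. The other alternatives did not, including RLE normalization (341), library totals (505), no count filter (477), filterByExpr (394), a robust fit (362), glmTreat (35) and leaving out a library (0 to 215). DESeq2 is the tool named in the paper's methods.

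The paper marks 55 top DEGs in Supplementary File 4, and edgeR called 0 at those thresholds, with 5393 genes at an unadjusted p under 0.05. The paper set them for DESeq2, and the smallest adjusted p of edgeR was 0.00121. In the simulated counts edgeR likewise called 0 at those thresholds and DESeq2 called 69 over 3 runs. The 0 thus reflects the test and does not speak against the paper's top DEGs. DESeq2 called 50 at either alpha. The other alternatives gave 0.

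The paper counts sgk1 and the 8 cell-cycle genes among its DEGs. By edgeR, sgk1 (adjusted p = 0.0239) and 7 of the 8 cell-cycle genes were not past the threshold. These genes were all past it with DESeq2 and at an adjusted p threshold of 0.05. In edgeR, sgk1 was also past it without oPrl replicate 2, cks1b, dna2 and kif22 with library totals and with no count filter, kif20a with no count filter, and cks1b without vehicle replicate 3. For all 30 genes that the paper names from RNA-Seq the direction was the paper's, and 22 were past the edgeR threshold. The paper's values come from these same libraries, so the shared direction is not independent evidence.

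In Figure 1A the vehicle libraries lie together and oPrl replicate 2 lies apart on PC2. Here vehicle replicate 2 lay apart on PC2, at 26.4. With filterByExpr, oPrl replicate 2 lay farthest on PC2, at -20.7. Over all genes, oPrl replicate 2 and vehicle replicate 3 lay together on PC2, at -42.3 and -38.1. The PC1 share was 49.6%, compared with about 57% in Figure 1A, read by eye, and it was 55.5% with filterByExpr.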

Other observations

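The tests on skeletal muscle, on oPrl replicate 2 and the glucocorticoid list, on cftr and on libraries thinned to one size were chosen after the results were seen.

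The number of called genes was compared with other splits of the libraries. For the higher and for the lower genes, 1 of 10 splits, the actual one, reached the count. Since 10 splits cannot give a share under 0.05, they do not decide whether chance can be excluded. A difference in library size is argued against, since with every library thinned to the smallest total the counts were 174 and 180 in place of 178 and 171. Nor do the splits decide it for the erythrocyte list, where 7 of 10 gave a median as far from 0, or for the leukocyte list, where 3 of 10 did. The medians of those lists were -0.09 and -0.11 (camera, adjusted p = 0.996 and 0.662).

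Vehicle replicate 2 lay apart from the other vehicle libraries on PC2. Skeletal muscle genes were among the leading genes of PC2, which prompted a test on 21 other skeletal muscle genes. Their median log2 difference, vehicle replicate 2 minus the median of the other 5 libraries, was -2.14, and 13 of 21 were lowest in that library. The genes mylz3, mybpc1 and myl1 had 1, 3 and 2 counts there. Not all followed. The genes ryr1b, eno3 and actn3b were higher there by 0.46, 0.27 and 0.21, and the summed expression of the 21 genes, most of it from Mb and eno3, was 935 CPM in that library and 498 to 1560 CPM in the others. Less skeletal muscle in the filaments of that fish is a candidate explanation for part of the pattern. None of the 21 genes was called between treatments.

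In oPrl replicate 2 the glucocorticoid target list was higher than in the mean of the other oPrl libraries, by a median of 0.83 on the log2 scale (15 of 23 genes). The same measure was -0.4 for oPrl replicate 1 and -0.38 for oPrl replicate 3. A weaker loss of glucocorticoid targets in that fish may contribute to its distance, but with 1 library this cannot be told apart from other differences between fish. Immune cells in oPrl replicate 2 cannot be told apart either, since the leukocyte list differed by a median of -0.11 over members that went both ways.

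Without oPrl replicate 1 the log2 fold change of cftr was -0.99 (adjusted p = 0.116, edgeR), and that of nkcc1, also high in that fish, was -1.01 (adjusted p = 0.206). Over all libraries that of nkcc1 was -0.43 (adjusted p = 0.642), and without vehicle replicate 1 it was -0.14 (adjusted p = 0.915). The overlap between groups in cftr came from oPrl replicate 1 alone, at 64 CPM, since the other oPrl fish had 21.5 and 19 CPM and the vehicle fish 52.8, 35 and 32.8 CPM. Without that library cftr was still not past the threshold. Its log2 fold change of -0.99 fell short of the cut of 1, and its adjusted p of 0.116 lay above 0.01. Fewer fish were then tested, so whether oPrl replicate 1 kept cftr from being called cannot be told apart from ordinary variation between fish.

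Of the genes that the paper discusses in the gill, kcnj1a.6 fell, with a log2 fold change of -2.68 (adjusted p = 0.00475, edgeR). It was past the threshold without vehicle replicate 3 but not without any of the other libraries, where the adjusted p reached 0.031. The gene with the symbol atp1a1b also fell, with a log2 fold change of -1.15 and groups that did not overlap. By edgeR atp1a1b was not called (adjusted p = 0.0123), whereas DESeq2 called it at -1.19 (adjusted p = 1.3e-06). With a library left out, its edgeR adjusted p lay between 0.0166 and 0.0707. The prolactin receptor genes with the symbols prlr and prlr2 had log2 fold changes of 0.51 and 0.03, and neither was called (adjusted p = 0.199 and 0.928).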
